# Analysis of the Transcriptional Differences between Indigenous and Invasive Whiteflies Reveals Possible Mechanisms of Whitefly Invasion

**DOI:** 10.1371/journal.pone.0062176

**Published:** 2013-05-08

**Authors:** Yong-Liang Wang, Yu-Jun Wang, Jun-Bo Luan, Gen-Hong Yan, Shu-Sheng Liu, Xiao-Wei Wang

## Abstract

**Background:**

The whitefly *Bemisa tabaci* is a species complex of more than 31 cryptic species which include some of the most destructive invasive pests of crops worldwide. Among them, Middle East-Asia Minor 1 (MEAM1) and Mediterranean have invaded many countries and displaced the native whitefly species. The successful invasion of the two species is largely due to their wide range of host plants, high resistance to insecticides and remarkable tolerance to environmental stresses. However, the molecular differences between invasive and indigenous whiteflies remain largely unknown.

**Methodology/Principal Findings:**

Here the global transcriptional difference between the two invasive whitefly species (MEAM1, MED) and one indigenous whitefly species (Asia II 3) were analyzed using the Illumina sequencing. Our analysis indicated that 2,422 genes between MEAM1 and MED; 3,073 genes between MEAM1 and Asia II 3; and 3,644 genes between MED and Asia II 3 were differentially expressed. Gene Ontology enrichment analysis revealed that the differently expressed genes between the invasive and indigenous whiteflies were significantly enriched in the term of ‘oxidoreductase activity’. Pathway enrichment analysis showed that carbohydrate, amino acid and glycerolipid metabolisms were more active in MEAM1 and MED than in Asia II 3, which may contribute to their differences in biological characteristics. Our analysis also illustrated that the majority of genes involved in ‘drug metabolic pathway’ were expressed at a higher level in MEAM1 and MED than in Asia II 3. Taken together, these results revealed that the genes related to basic metabolism and detoxification were expressed at an elevated level in the invasive whiteflies, which might be responsible for their higher resistance to insecticides and environmental stresses.

**Conclusions/Significance:**

The extensive comparison of MEAM1, MED and Asia II 3 gene expression may serve as an invaluable resource for revealing the molecular mechanisms underlying their biological differences and the whitefly invasion.

## Introduction

The whitefly *Bemisia tabaci* (Gennadius) (Aleyrodidae: Hemiptera) is a species complex consisting of at least 31 genetically diverse but morphologically indistinguishable cryptic species (hereafter species) [1]–[7]. Some members of this species complex are important pests of agricultural, horticultural and ornamental crops, causing extensive damage directly through phloem-feeding and indirectly through transmission of plant pathogenic viruses, primarily *begomoviruses* [8], [9]. Two species of the complex, Middle East-Asia Minor 1 (MEAM1) and Mediterranean (MED), which have been erroneously referred to as the B and Q ‘biotype’ respectively, have rapidly spread all over the world in the past 20 years [2], [10]–[13].

The MEAM1 species was presumed to originate in the Middle East-Asia Minor region and then quickly spread to more than fifty countries in six continents [2], [3], [11], [14]. Its invasive and damaging capacities have earned it a place as one of the world’s top 100 invasive species (http://www.issg.org). The MEAM1 species invaded China in the mid-1990s and were found in nearly all regions of China in 2011 [3], [15]–[17]. In Zhejiang province of eastern China, MEAM1 was first recorded in 2003 [18]. Subsequent field surveys indicated that the MEAM1 whitefly initially appeared in localities with frequent transport of plant materials and then gradually spread to the surrounding areas [13]. In many locations, the rapid spread of MEAM1 has occurred with the concurrent disappearance of the indigenous *B. tabaci* species [3], [13]. For example, before MEAM1 entered China, an indigenous whitefly Asia II 3 (previously known as ZHJ1) was the major species in many places of Zhejiang [13]. However, from 2004 to 2006, the population of Asia II 3 remarkably decreased and MEAM1 became the dominant species [13]. The same situation also occurred in Australia where the native whitefly species was replaced by MEAM1 [13]. Some efforts have been made to explore the possible factors responsible for the incursion of MEAM1 into new regions and the displacement of its closely related species [19]–[21]. Compared to indigenous species, MEAM1 has a wider range of host plants, higher resistance to insecticides and stronger tolerance to environmental stresses [2], [11], [21]–[24]. In addition, asymmetric mating interactions between MEAM1 and indigenous competitors have been shown to play a major role in the invasion of MEAM1 into China and Australia [13].

The MED species probably originated from the Mediterranean region and has been invading from its origin to other parts of the world [2], [25], [26]. It appeared in China in 2003 and its rapid spread in the following 6 years changed the composition of *B. tabaci* [3]. In some places, the MED species has successfully replaced both the native species and the invasive MEAM1, and become the only or predominant *B. tabaci* species in the field [3], [27], [28]. The competition between MED and MEAM1 is apparently mediated by many intrinsic and environmental factors [29]. In the last 10 years, MED’s higher level of resistance to neonicotinoid insecticides than MEAM1 has been shown to contribute to its displacement of the latter in China [29], [30]. In addition, MED’s higher level of resistance to pyriproxyfen and neonicotinoids than MEAM1 has also been suggested to be responsible for its relatively higher abundance in many regions in Israel and southern Spain [31], [32]. On the other hand, MEAM1 has a stronger capacity than MED for interspecific reproductive interference, which has been shown to contribute significantly to its displacement of MED in the laboratory [33], [34] and field [35]. These two species also differ in ranges of host plants, and such a difference seemed to have played a role in their competition and displacement as well [29]. However, due to the lack of genomic data, the molecular mechanisms underlying these biological and behavioral differences among the whitefly species remain largely unknown. Furthermore, previous studies have mainly focused on the behavioral and physiological differences of *B. tabaci* species. An overall description of the genetic factors associated with the competition and displacement between the invasive and indigenous whiteflies is still lacking.

In order to reveal the molecular mechanism of *B. tabaci* invasion, we compared the gene expression profiles of the invasive MEAM1, MED and the native Asia II 3 species using the Illumina sequencing technology. As gene expression difference is one of the major reasons leading to the divergence of species [36], studies on the variation of gene expression in different species can help unravel the molecular mechanisms that result in the biological and behavioral differences between species [37], [38]. In this study, we investigated the divergence of gene expression among the three whitefly species (MEAM1, MED and Asia II 3). The identification of differentially expressed genes among MEAM1, MED and Asia II 3 will serve as a valuable resource for future investigation of the molecular mechanisms underlying their biological variations and ability to invade.

## Materials and Methods

### Insect Culture

The invasive MEAM1 (mtCOI GeneBank accession no. GQ332577), MED (mtCOI GenBank accession no. DQ473394) and the indigenous Asia II 3 (mtCOI GenBank accession no. DQ309076) species of the *B. tabaci* species complex were collected from Zhejiang, China. No specific permits were required for the described field studies. The locations for sample collection are not privately-owned or protected in any way and the field studies did not involve endangered or protected species. Cultures of the three whitefly species were maintained separately on *Gossypium hirsutum* (Malvaceae) cv. Zhe-Mian 1793 in climate-controlled chambers at 27±1°C, a photoperiod of 14 h light: 10 h darkness and 70±10% relative humidity. The purity of the whitefly cultures was monitored every 3–5 generations using the random amplified polymorphic DNA polymerase chain reaction technique with the primer H16 (5′-TCTCAGCTGG-3′) than can differentiate *B. tabaci* genetic groups [39].

### Sample Preparation and RNA Isolation

To prepare pure whitefly cultures, a pair of virgin adult whiteflies of MEAM1, MED or Asia II 3 was separately released onto different cotton plants to oviposit. The eggs of each species were used to initiate a colony which was reared for five generations. To prepare whitefly samples, approximately 3,000 newly emerged whiteflies from the pure culture of each species were released onto the leaves of two cotton plants in different cages. After feeding for 24 h, approximately 500 female adults were separately collected for each species. Two biological replicates were collected for each species and processed independently. One replicate was used in the digital gene expression (DGE) [40] analysis and the other for the real-time quantitative PCR (qPCR) analysis. All experiments were conducted in climate-controlled chambers at 27±1°C, a photoperiod of 14 h light: 10 h darkness and 70±10% relative humidity. Total RNA was isolated using SV total RNA isolation system (Promega) according to the manufacturer’s protocol. RNA integrity was confirmed using the 2100 Bioanalyzer (Agilent Technologies) with a minimum RNA integrated number value of 8.

### DGE Library Preparation and Sequencing

The DGE method, which can generate absolute rather than relative gene expression measurements and avoid many of the inherent limitations of microarray analysis, was used to analyze gene expression variations among whiteflies of MEAM1, MED and Asia II 3 [41]. First, mRNA was purified from 6 µg of total RNA from each sample with magnetic oligobeads. First- and second- strand cDNA were synthesized and bead bound cDNA was subsequently digested with *NlaIII*, which recognizes the CATG sites. The cDNA fragments with 3′ ends were then purified with magnetic beads, and Illumina adapter 1 was added to their 5′ ends. The junction of Illumina adapter 1 and the CATG site is the recognition site of *MmeI*, which cuts 17 bp downstream of the CATG site, producing tags with adapter 1. After removing 3′ fragments with magnetic bead precipitation, Illumina adapter 2 was introduced at 3′ ends of tags, acquiring 21 bp tags with different adapters at both ends to form a tag library. Then, the three tag libraries of MEAM1, MED and Asia II 3 were sequenced in parallel using Illumina HiSeq 2000 platform at Beijing Genomics Institute (Shenzhen, China).

### Tag Annotation and Data Normalization for Gene Expression Level

Raw sequences were transformed into 21 bp clean tags through removing adaptor sequences, low quality sequences, empty reads and tags with a copy number of 1 (probably a sequencing error). Next, lists of all distinct 21 bp tags were generated from the MEAM1, MED and Asia II 3 sequencing results, respectively. As a distinct 21 bp tag corresponds to a unique gene in the transcriptome, the common tags of MEAM1, MED and Asia II 3 represent the orthologous genes among the three species. In order to identify the orthologous genes of MEAM1, MED and Asia II 3 which can be used for comparing the expression variation among the three species, the common tags of MEAM1, MED and Asia II 3 species were selected (Figure 1). Then, three reference databases of all possible CATG +17-nucleotide tag sequences in the transcriptome sequences of MEAM1, MED and Asia II 3 were created, respectively [42]–[44]. Next, the common tags of MEAM1, MED and Asia II 3 species were mapped to these three reference databases, respectively. Tags mapped to multiple reference sequences were filtered out, and the remaining tags were designated as unambiguous tags. Since the gene sequences among MEAM1, MED and Asia II 3 are highly conserved [42]–[44], the common tag mapped genes could be selected as the orthologous genes of MEAM1, MED and Asia II 3. To get the orthologous genes of MEAM1, MED and Asia II 3 from the MED transcriptomic database, all unambiguous common tags were mapped to the transcriptome reference database of MED and allowed no mismatch (Figure 1). As the MED transcriptome is incomplete, the unmatched common tags were then mapped to MEAM1 reference database to obtain more orthologous genes that were present in the MEAM1 transcriptome. If unmatched common tags still existed, we then mapped these tags to the Asia II 3 reference database to get the orthologous genes in Asia II 3 transcriptome (Figure 1). Finally, the orthologous genes from the three steps were put together to acquire the total orthologous genes of MEAM1, MED and Asia II 3 (Figure 1). Orthologous genes were annotated against NCBI nr database using an E-value cut-off of 1.0E^−5^. Functional annotation by Gene Ontology (GO) terms (http://www.geneontology.org) was analyzed by Blast2GO software. The nr blast results in xml format were imported to the software and GO annotation was performed on a local computer (about 3–4 hours). Pathway annotation was performed using Blastall software against the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. For gene expression analysis, the numbers of unambiguous tags for each orthologous gene in the three libraries were calculated respectively and then normalized to the number of transcripts per million tags (TPM). DGE library data sets obtained in this work are available at the NCBI Gene Expression Omnibus under the accession number: GSE41864.

**Figure 1:**
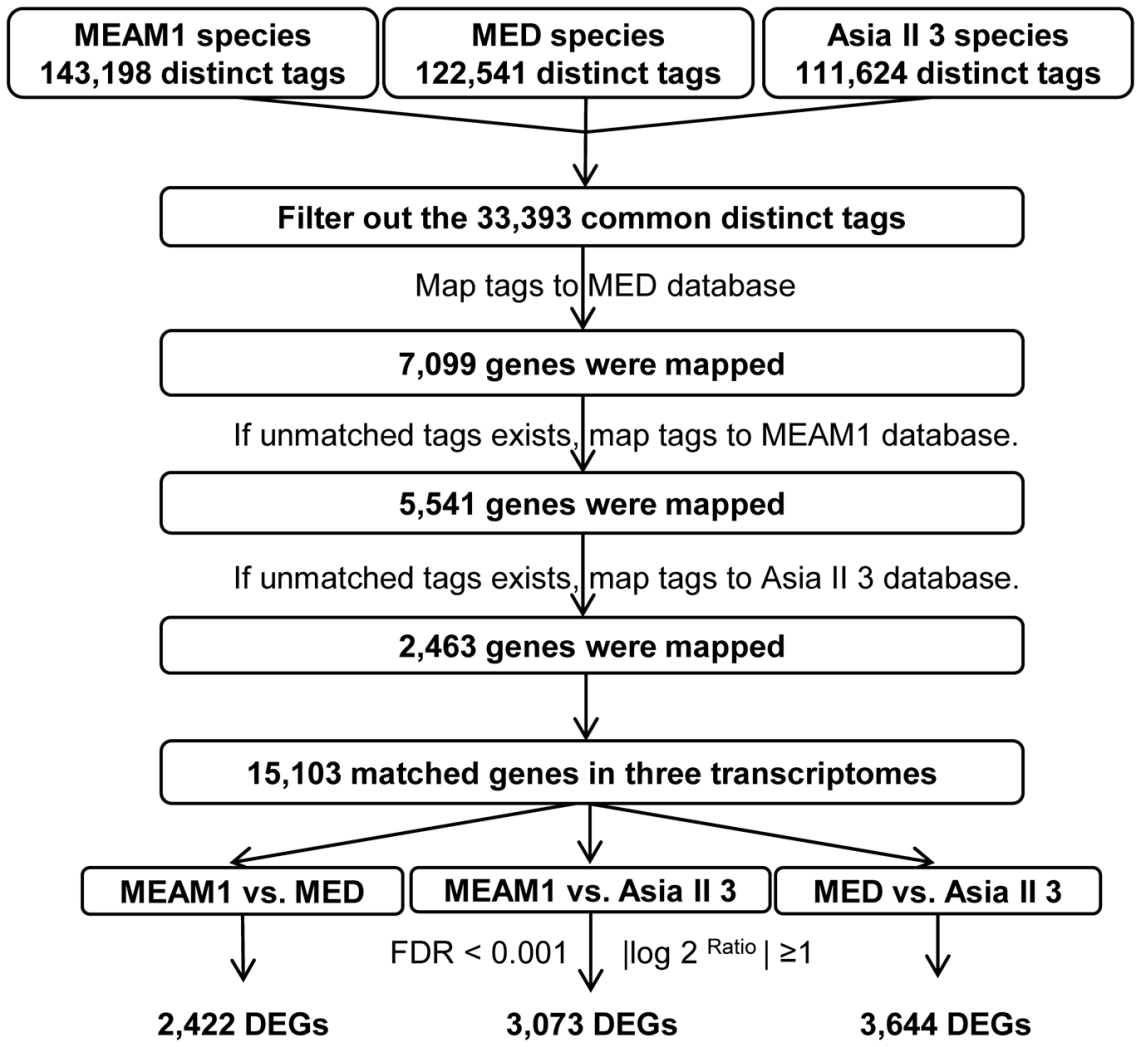
Approach used to identify DGEs among MEAM1, MED and Asia II 3 whiteflies. Common tags of MEAM1, MED and Asia II 3 species were first selected and mapped to the reference transcriptome database of MED. The unmatched tags were then mapped to the MEAM1 database. If unmatched tags still exist, we then mapped these tags to the Asia II 3 database. A total of 15,103 orthologous genes among MEAM1, MED and Asia II 3 were identified. Differentially expressed genes (DEGs) were identified between: i) MEAM1 and MED, ii) MEAM1 and Asia II 3, iii) MED and Asia II 3 with the threshold of FDR<0.001 and |log_2_ Ratio| ≥1.

### Analysis of Differential Gene Expression

After knowing the orthologous genes and their expression levels in the three species, a rigorous algorithm was developed to identify differentially expressed genes (DEGs) between i) MEAM1 and MED, ii) MEAM1 and Asia II 3, iii) MED and Asia II 3 (Figure 1) [41]. False discovery rate (FDR) was used to determine the threshold of *p* value in multiple test and analysis. We used FDR<0.001 and the absolute value of log_2_ Ratio ≥1 as the threshold to judge the significance of gene expression difference (Figure 1). For an orthologous gene, the ratio means the normalized number of unambiguous tags contained in one species divided by the normalized number of unambiguous tags in another species. A total of three datasets were generated: 1) MEAM1 vs. MED that contains DEGs between MEAM1 and MED whiteflies; 2) MEAM1 vs. Asia II 3 that contains DEGs between MEAM1 and Asia II 3 whiteflies; and 3) MED vs. Asia II 3 that contains DEGs between MED and Asia II 3 whiteflies (Figure 1).

### GO and Pathway Enrichment Analyses

Pathway and GO enrichment analyses were performed to identify the significantly regulated pathways or GO terms between species. In pathway enrichment analysis, all genes were mapped to terms in the KEGG database and the pathways significantly enriched with DEGs were identified using hypergeometric test of R program. The R program has the function of ‘phyper’, so *p* = 1-phyper (m, n, N-n, M, lower. tail = TRUE, log. p = FALSE). The formula was defined as follows:
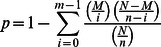
where N and n indicate the total numbers of genes and DEGs with KEGG annotations respectively, and M and m are the numbers of genes and DEGs annotated to a certain KEGG term. Pathways with *p*≤0.05 were deemed to be enriched with DEGs. In GO enrichment analysis, the hypergeometric test was used in a similar way to identify the GO terms enriched with DEGs (*p*<0.05). To increase the reliability, pathways or GO terms with less than five genes were filtered out.

### Real-time Quantitative PCR (qPCR) Analysis

To confirm the results of the DGE analysis, the expression of 30 selected genes (10 genes from each of the following three datasets MEAM1 vs. MED; MEAM1 vs. Asia II 3 and MED vs. Asia II 3) were measured using qPCR. Adult whiteflies of MEAM1, MED and Asia II 3 were collected according to the previous descriptions and total RNA was extracted. cDNA was synthesized using the SYBR®PrimeScript™ RT-PCR Kit II (Takara) and qPCRs were conducted on the ABI PRISM 7500 Fast Real-Time PCR System (Applied Biosystems) with SYBR-Green detection. Each gene was analyzed in triplicate and the average threshold cycle (C_T_) was calculated for each sample [45]. As an endogenous control, the expression of β-actin was measured in parallel. The expression levels of target genes were calculated with the comparative C_T_ method (also known as the 2^−ΔΔCT^ method), in which the gene expression levels is presented relative to the β-actin [46].

## Results and Discussion

### Summary of DGE Sequencing and Mapping

Three whitefly DGE libraries (MEAM1, MED and Asia II 3) were sequenced and approximately 6.0 million raw tags were obtained for each library (Table 1). 

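One DGE library was made per species (n = 1), so the spread between replicates is not known and the comparisons below are comparisons of 3 libraries. Each tag is the 21 bp that start at a CATG site of a cDNA, the site itself and the 17 bp that follow it. The authors deposited the copy number of every distinct clean tag as raw counts, together with its TPM over all clean tags of the library. Every deposited tag had at least 2 copies, because tags with 1 copy had been removed. The deposited tags summed to 5734967 clean tags in the MEAM1 library, 5876814 in the MED library and 5976544 in the Asia II 3 library. At these depths the smallest level that 3 copies can show was a TPM, over all clean tags, of 0.523 in the MEAM1 library, 0.510 in the MED library and 0.502 in the Asia II 3 library. The tags carry no molecular identifiers, so these floors and the confidence intervals of ratios cover counting error only. The confidence intervals of shares treat tags as independent. None of them covers the variation among whiteflies of a species. The most abundant tag, CATGATCTGAGTTCAGACCGG, made up 14.1% of the clean tags of MEAM1, 19.7% of those of MED and 18.6% of those of Asia II 3. The 10 most abundant tags of each library together made up 26.8%, 30.7% and 29.1%.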

After filtering out the low quality reads, the total number of tags per library ranged from 5.7 to 5.9 million and the number of distinct tags ranged from 111,624 to 143,198, which are available at the NCBI Gene Expression Omnibus under the accession number: GSE41864. Next, frequencies of distinct tags were used to evaluate the normality of DGE data [47]. 

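Tags with 2 to 5 copies made up 60.2% of the distinct tags of the MEAM1 library (95% Wilson confidence interval, 60.0 to 60.5%), 57.8% in the MED library (57.5 to 58.1%) and 55.9% in the Asia II 3 library (55.6 to 56.2%). These tags held 4.25%, 3.43% and 3.00% of all clean tags. Tags with more than 100 copies made up 3.95% of the distinct tags in MEAM1 (3.85 to 4.06%), 4.87% in MED (4.75 to 4.99%) and 5.81% in Asia II 3 (5.68 to 5.95%), and held 77.0%, 79.9% and 81.4% of all clean tags. In both classes, the intervals of the shares of distinct tags did not overlap between any of the libraries. These intervals treat distinct tags as independent and do not measure the counting error of their copies. Between these classes, tags with 6 to 10 copies made up 14.6%, 15.0% and 15.0% of the distinct tags in MEAM1, MED and Asia II 3.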

Among the three samples, similar distributions of tag numbers were found at different categories of tag expression levels, suggesting that little bias exists in the construction of libraries from these three whitefly species (Figure S1). To identify the orthologous genes among the three species, which can be used for comparing gene expression, the 33,393 common distinct tags of MEAM1, MED and Asia II 3 sequencing libraries were filtered out and mapped to the MED, MEAM1 and Asia II 3 transcriptomes sequentially according to the procedures in Figure 1 (see Materials and Methods for details). 

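The deposited lists held 143198 distinct tags in MEAM1, 122541 in MED and 111624 in Asia II 3, and 33393 tags were present in all 3 libraries. These common tags held 83.2% of the clean tags of MEAM1 (4772332 tags), 84.3% of those of MED (4954769) and 76.0% of those of Asia II 3 (4542540). When a tag had to have at least 5 copies in each library, 18410 common tags remained. A further 34424 distinct tags were present in MEAM1 and Asia II 3 but not in MED, 26778 in MEAM1 and MED but not in Asia II 3, and 4697 in MED and Asia II 3 but not in MEAM1. The tags of a single library numbered 48603 in MEAM1, 57673 in MED and 39110 in Asia II 3. The tags that only MEAM1 and Asia II 3 shared held 9.01% of the clean tags of MEAM1 and 21.4% of those of Asia II 3, whereas those that only MEAM1 and MED shared held 4.29% and 7.56% of the clean tags of these libraries. Common tags 1 mismatch from a tag at least 50 times as abundant in the same library numbered 1976 (5.92%).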

After mapping, a total of 15,103 genes that represent the orthologous genes among the three species were identified. It is possible that different analytical approach might recover different numbers of orthologous genes.

**Table 1:** Statistics of digital gene expression sequencing.

Category		Parameter		MEAM1		MED	Asia II 3
Raw tag	Total tag number		595,1527		606,4401		611,4520
	Distinct tag number		342,727		290,999		247,567
Clean Tag	Total tag number		5,734,967		5,876,814		5,976,544
	Distinct tag number		143,198		122,541		111,624
Common tag	Total tag number		4,954,769		4,772,332		4,542,540
	Distinct tag number		3,3393		3,3393		3,3393

### Expression Level of the Orthologous Genes among the Three *B. tabaci* Species

For each species, the number of tags mapped to each gene was calculated and the expression level of these 15,103 orthologous genes in each species were determined respectively (Table S1). 

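The deposited lists give tags without gene names, so genes of Table S1 and S2 were linked to common tags by their counts. A gene was linked when exactly 1 common tag had the counts that the paper gives for the gene. Of the 2393 genes with a count in all 3 libraries among those read, 1950 had the counts of 1 common tag, 30 those of several tags and 413 those of no single tag. When the counts of one library were shuffled among the genes, 47 genes (1.96%) were still linked, against 81.5% without shuffling. Of the 2056 genes with counts in 2 libraries only, 757 were linked. For these, shuffling left 18.6% linked against 40.3% with counts in MEAM1 and MED, 13.2% against 29.9% with counts in MEAM1 and Asia II 3, and 8.91% against 75.2% with counts in MED and Asia II 3. Where a ratio of a comparison not used for the link was given, the ratio of the tag lay within 0.05 of it on the log2 scale for 92 of 95 genes. In all, 2707 genes were linked to 2693 tags. A link of this kind is a match of counts, and the gene and its annotation remain those of the paper. Linked tags repeat the paper's counts. Their ratios and directions are therefore mostly the paper's own and no independent check of them.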

Next, genes were grouped into different categories based on the number of transcripts per million tags (TPM) and the distribution of genes in each category was analyzed (Figure 2). 

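With the copies of each common tag divided by the common tags of its library, 61.6% of the 33393 common tags had a TPM below 5 in MEAM1 (95% Wilson confidence interval, 61.0 to 62.1%), 64.8% in MED (64.3 to 65.3%) and 67.9% in Asia II 3 (67.4 to 68.4%). These tags held 3.66%, 3.57% and 3.74% of the copies of all common tags. A TPM above 50 was found for 6.27% of the common tags in MEAM1 (6.01 to 6.53%), 6.29% in MED (6.03 to 6.55%) and 6.14% in Asia II 3 (5.89 to 6.40%), which held 79.2%, 80.7% and 82.3% of the copies. The intervals of the shares above 50 overlapped. With all clean tags as the divisor, the share below 5 rose to 65.4%, 68.1% and 72.5%. The share above 50 was then 5.20% in MEAM1 (4.97 to 5.45%), 5.26% in MED (5.03 to 5.51%) and 4.70% in Asia II 3 (4.48 to 4.93%), and the interval of Asia II 3 lay below the others. The intervals treat tags as independent, although the same tags were counted in every library.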

The results showed that, for each species, about 60% of the genes (59.2% in MEAM1, 60.6% in MED and 64.8% in Asia II 3) were expressed at a low level with TPM<5; whereas the genes with high expression level (TPM>50) only constituted a small portion (5.7% in MEAM1, 6.2% in MED and 6.1% in Asia II 3) (Figure 2). Then, the functions of the top 10 highly expressed genes with annotations were analyzed for each species. 

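Among the tags linked to the 10 annotated genes with the largest counts in Table S1, the tag CATGTTTTATATTAACCAGTT, linked to NADH dehydrogenase subunit 2 (BT_ZHJ1_ZJU_Unigene42105), had 24344 copies in Asia II 3 (5359 TPM), 4565 in MEAM1 (957 TPM) and 16 in MED (3.23 TPM). The tag CATGAGGTATTTCGCTGGTAA, linked to an adenine nucleotide translocator (BT_ZHJ1_ZJU_Unigene40759), had 7974 copies in MEAM1 (1671 TPM), 137 in MED (27.7 TPM) and 4464 in Asia II 3 (983 TPM). The tag CATGGAGAGATGGGAAGAAGT, linked to cytochrome c oxidase subunit 6A1 (BT_ZHJ1_ZJU_Unigene40076), had 4400 copies in Asia II 3 (969 TPM), 1221 in MEAM1 (256 TPM) and 2 in MED (0.40 TPM). The tag CATGGACACGGTCGTATTGGT, linked to 60S ribosomal protein L27a (BT_ZHJ1_ZJU_Unigene49651), had 3450 copies in MED (696 TPM), 1709 in MEAM1 (358 TPM) and 678 in Asia II 3 (149 TPM). The tag CATGTAGCAATTCAATTTAAG is linked to ubiquinol-cytochrome c reductase complex (BT_ZHJ1_ZJU_Unigene47174), which was among these 10 genes in all 3 libraries. It had 5053 copies in MEAM1 (1059 TPM), 4723 in MED (953 TPM) and 9461 in Asia II 3 (2083 TPM). The tags named are examples of those linked. Some common tags were more abundant than the gene with the largest count in Table S1. They numbered 10 in MEAM1, 22 in MED and 12 in Asia II 3 and held 32.2%, 42.4% and 39.6% of the copies of all common tags. The tag CATGTTCCTCAGTTGATCAAA ranked second in MEAM1 with 200787 copies and in Asia II 3 with 145734 copies, and CATGTTCATTGGAGTAAATTT ranked second in MED with 121025 copies against 445 in MEAM1 and 268 in Asia II 3. The tag CATGAAGAAGGGAGTTAACCC was the third in MEAM1 with 119600 copies and in Asia II 3 with 92326.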

Many of the genes with very high expression level were involved in ribosome (e.g. 60S ribosomal protein) and energy metabolism (e.g. NADH dehydrogenase and cytochrome c oxidase subunit) (Table S1). This finding is not surprising, as these genes are essential for the survival of an organism. Interestingly, a CuZn superoxide dismutase (CuZnSOD) gene, which has been proved to be an important antioxidant in many insects [48], [49], was identified in the top 10 highly expressed genes of MED species. Interestingly, the expression level of CuZnSOD in MED (TPM = 578) was much higher than that in MEAM1 (TPM = 315) and Asia II 3 (TPM = 116) indicating that this gene may play an important role in MED (Table S1).

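No single common tag had the counts that the paper gives for the CuZnSOD gene (BT_B_ZJU_Singletons99145), so its level was recomputed from the paper's counts and the totals of common tags in the deposited lists. The paper's counts are 1504 tags in MEAM1, 2867 in MED and 528 in Asia II 3. Divided by the common tags of each library, they gave 315 TPM in MEAM1, 579 TPM in MED and 116 TPM in Asia II 3. Without replicates, the variation of this level within a species is not known.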

**Figure 2:**
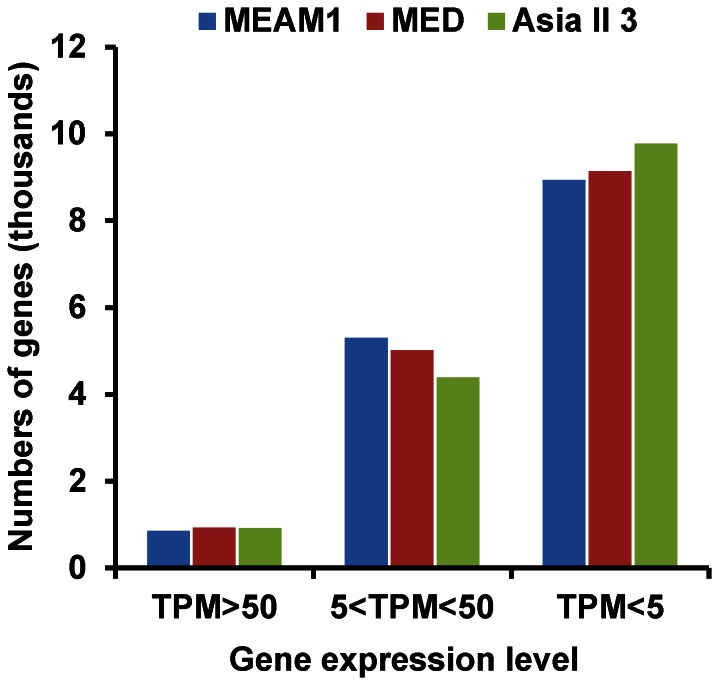
The distribution of gene expression level in MEAM1, MED and Asia II 3. The expression of genes was normalized to the number of transcripts per million tags (TPM).

### Overview of the Differentially Expressed Genes (DEGs) Among the Three Species

Because only the expression level of orthologous genes can be compared between different species, to identify the DEGs among MED, MEAM1 and Asia II 3, three comparisons were performed for the 15,103 orthologous genes: 1) MEAM1 vs. MED; 2) MEAM1 vs. Asia II 3; and 3) MED vs. Asia II 3. In this way, differences among the three species can be identified and compared based on the same dataset. This analysis identified 2,422 DEGs in MEAM1 vs. MED, 3,073 DEGs in MEAM1 vs. Asia II 3 and 3,644 DEGs in MED vs. Asia II 3 (Figure 1 and Table S2 in the supplemental material), which represent 16.0%, 20.3% and 24.1% of the 15,103 orthologous genes, respectively. 

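Each of the 33393 common tags was tested once per comparison with the Audic-Claverie exact test (two-sided, with the common tags of each library as library sizes) and Benjamini-Hochberg adjustment, at the threshold of the paper. The tags past an FDR of 0.001 and an absolute log2 ratio of 1 numbered 5861 in MEAM1 vs. MED (17.6% of the common tags), 7345 in MEAM1 vs. Asia II 3 (22.0%) and 8166 in MED vs. Asia II 3 (24.5%). These counts are of tags, and a gene can have more than 1 tag. The test takes sampling noise alone into account, so it compares 2 libraries and leaves out the variation among whiteflies of a species. The counts moved most with the exact test of edgeR at an assumed biological coefficient of variation of 0.4, which left 780, 1034 and 2043 tags. In simulated libraries with that variation and 200 tags changed 4-fold, 2839 of the unchanged tags (9.47%) passed the Audic-Claverie test, against 0 with sampling noise alone.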

The minimum number of DEGs between MEAM1 and MED (2,422) and the maximum number of DEGs between MED and Asia II 3 (3,644) were apparently coordinated with the phylogenetic analysis that MED have a relative closer relationship with MEAM1 than with Asia II 3 [1], [2]. 

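In tags, the order of the 3 comparisons was the order of the DEGs. MED vs. Asia II 3 had 2305 more differentially expressed common tags than MEAM1 vs. MED. With at least 10 copies of a tag required in each of the 2 libraries compared, the counts were 3737 in MEAM1 vs. MED, 3901 in MEAM1 vs. Asia II 3 and 3726 in MED vs. Asia II 3, and the difference between the last and the first became -11. This filter removes the tags that were nearly absent from one library and left 15706, 14144 and 12983 tags to be tested, so that the shares past the threshold were 23.8%, 27.6% and 28.7%, in the same order as without it. As each species had 1 library, a difference between libraries in preparation cannot be told apart from a difference between species. The tests under the other observations also leave open a mixed MEAM1 sample, which would affect the comparisons with MEAM1. From the smallest number of DEGs in MEAM1 vs. MED and the largest in MED vs. Asia II 3, the paper proposes that the numbers are apparently coordinated with the phylogenetic analysis, in which MED is closer to MEAM1 than to Asia II 3.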

Among the DEGs, 1,218 genes were up-regulated and 1,204 genes down-regulated in MEAM1 vs. MED; 1,911 genes were up-regulated and 1,162 genes down-regulated in MEAM1 vs. Asia II 3; and 2,082 genes were induced and 1,562 genes were repressed in MED vs. Asia II 3 (Figure 3A). 

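Among the differentially expressed common tags, 3382 were higher in MEAM1 and 2479 in MED in MEAM1 vs. MED, that is, 57.7% were higher in MEAM1 (95% Wilson confidence interval, 56.4 to 59.0%). In MEAM1 vs. Asia II 3, 4665 were higher in MEAM1 and 2680 in Asia II 3, or 63.5% higher in MEAM1 (62.4 to 64.6%). In MED vs. Asia II 3, 4467 were higher in MED and 3699 in Asia II 3, or 54.7% higher in MED (53.6 to 55.8%). These intervals treat the tags as independent. With at least 10 copies in each of the 2 libraries compared, the shares were 47.9%, 39.3% and 38.4%, so that the majority was on the other side. This filter removes tags by their count in the lower library, and so by the difference itself. It therefore does not settle which side holds the majority. When the copies of tags 1 mismatch apart were summed, an alternative chosen after the data had been seen, the share in MED vs. Asia II 3 was 47.2%. Each tag was summed with its own neighbours and kept, so neighbouring common tags enter this share repeatedly.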

In the three comparisons, the detected fold changes (log_2_ Ratio) of gene expression ranged from −11.2 to 9.3 folds (Figure 3B). 

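The log2 ratios of the differentially expressed common tags ranged from -9.05 to 10.45 in MEAM1 vs. MED, from -5.28 to 8.43 in MEAM1 vs. Asia II 3 and from -12.90 to 11.65 in MED vs. Asia II 3. Among those with at least 100 copies in the higher library, the largest ratio in MEAM1 vs. MED was that of CATGCTTTTATTATAATTTTC, with 12112 copies in MEAM1, 9 in MED and 29163 in Asia II 3 (95% confidence interval, 9.52 to 11.58), followed by CATGAAATCCGGTTAAAATAA with 3750, 3 and 7196 copies. Both tags were most abundant in Asia II 3. A mixed MEAM1 sample, discussed under the other observations, could also give such ratios. The smallest were those of CATGTAACCCATGGAATCCAG with 8, 4401 and 18 copies (-10.26 to -8.07) and CATGCAACGTTTAAGTCCCTT with 2, 697 and 3 copies. In MEAM1 vs. Asia II 3, the largest ratios were those of CATGAAGATGCTCCACGGTGA with 726 copies in MEAM1 and 2 in Asia II 3 (6.57 to 11.48) and CATGACCTACGTCAACAGGAA with 1032 and 3 copies. The smallest were those of CATGGGAACATTATACAGATT with 11 and 188 copies (-5.19 to -3.29) and CATGCCATTTTTGCCAGGTTT with 12 and 126 copies. In MED vs. Asia II 3, the largest were those of CATGGGGTTAGGACAGTTGGG with 6997 copies in MED and 2 in Asia II 3 (9.79 to 14.69) and CATGCAACCAGCTTCCTCTCA with 5150 and 3 copies, and the smallest was that of CATGATTTTATCTCAAATCTA with 5 and 35099 copies (-14.53 to -11.68). The intervals are wide where a library had fewer than 10 copies.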

The majority of DEGs were up- or down-regulated between 1.0- and 5.0- folds, whereas only a small portion of genes were up- or down-regulated more than 5.0- folds (Figure 3B). 

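Absolute log2 ratios between 1 and 5 were found for 88.5% of the differentially expressed common tags in MEAM1 vs. MED, 91.4% in MEAM1 vs. Asia II 3 and 82.4% in MED vs. Asia II 3. Ratios of 5 or more in either direction were found for 676 tags in MEAM1 vs. MED (510 higher in MEAM1 and 166 higher in MED). In MEAM1 vs. Asia II 3 there were 630 such tags, of which 628 were higher in MEAM1 and 2 in Asia II 3. The number in MED vs. Asia II 3 was 1438, of which 1076 were higher in MED and 362 in Asia II 3. That so few tags were higher in Asia II 3 than in MEAM1 could also come from Asia II 3 material in the MEAM1 library. This hypothesis is given under the other observations. The tags with such ratios had a median of 3 copies in the lower library in each comparison. With at least 10 copies required in each of the 2 libraries, 138, 109 and 197 of them remained.

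**Figure D1:**
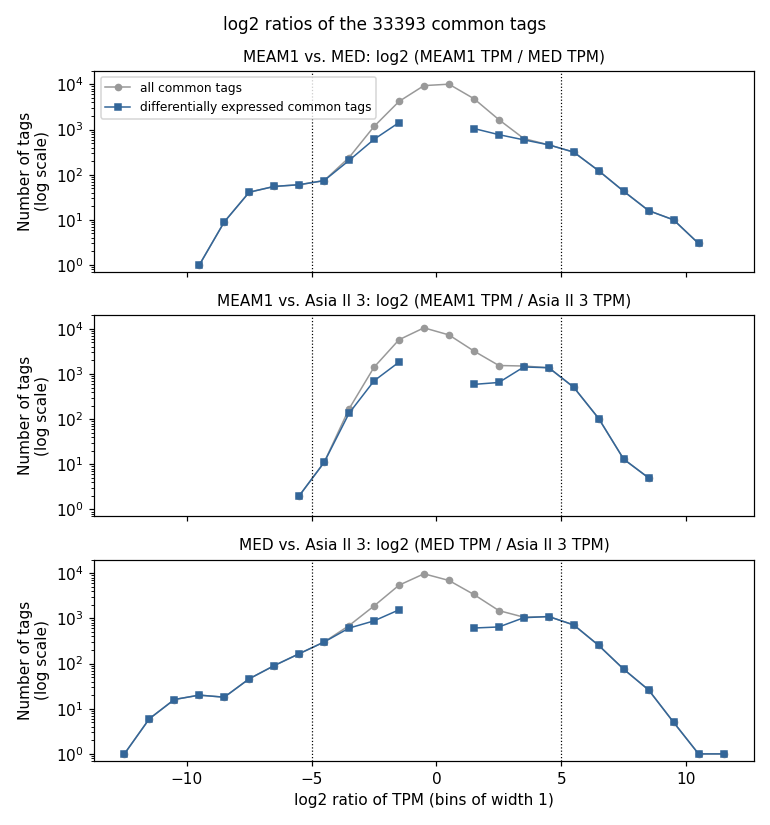
Number of common tags (log scale) against their log2 ratio of TPM, in bins of width 1, for the 3 comparisons, with all common tags in grey, differentially expressed common tags in blue and dotted lines at -5 and 5. In MEAM1 vs. Asia II 3 the tags extend to -5.28 on the low side, against -12.90 in MED vs. Asia II 3.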

Interestingly, the number of genes with more than 5.0- folds differences in gene expression was much larger in MED vs. Asia II 3 (396 up- and 122 down-regulated genes) than in MEAM1 vs. MED (134 up- and 31 down-regulated genes) (Figure 3B). This result is also consistent with the phylogenetic analysis that MED is more closely related to MEAM1 than to Asia II 3.

**Figure 3:**
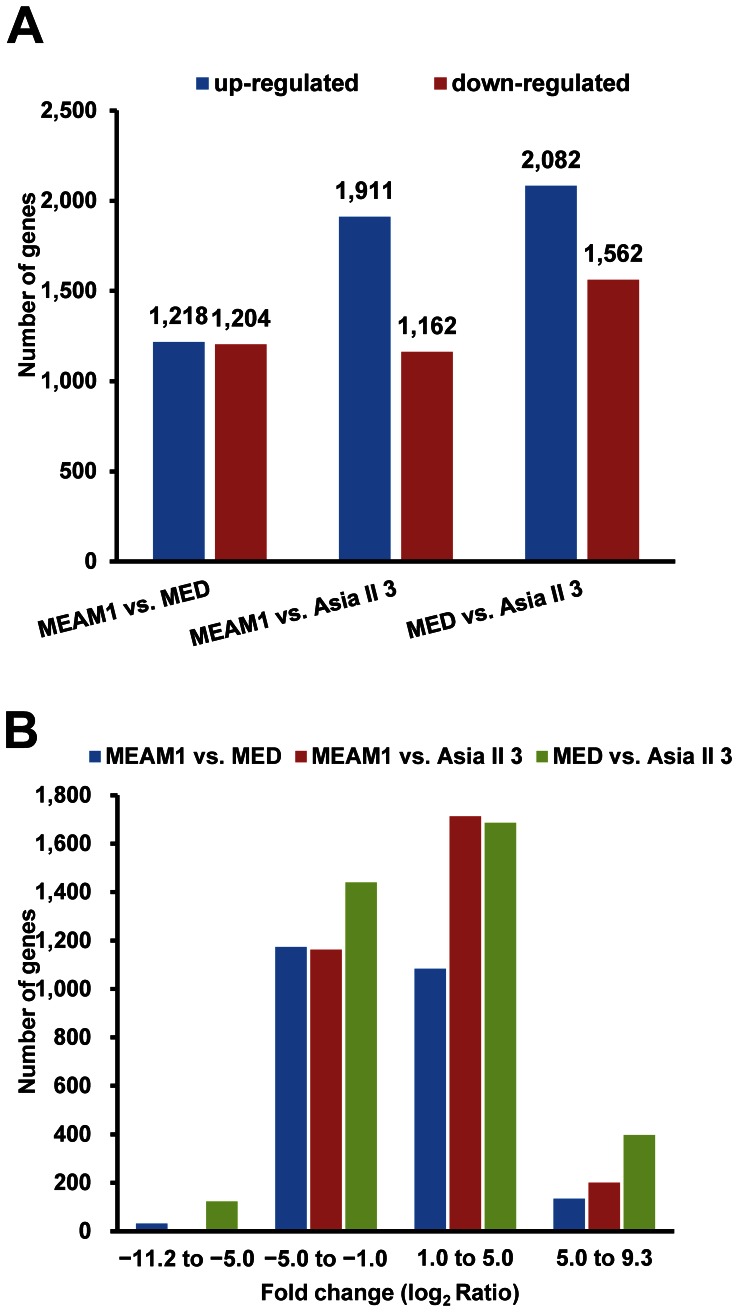
Differentially expressed genes among MEAM1, MED and Asia II 3. (A) The number of up-regulated and down-regulated genes among MEAM1, MED and Asia II 3. (B) Fold change (log_2_ Ratio) distribution of differentially expressed genes.

To validate the DGE data, the gene expression was examined using qPCR. From each of these three comparisons (MEAM1 vs. MED, MEAM1 vs. Asia II 3 and MED vs. Asia II 3), 10 DEGs were selected for qPCR analysis. 

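Of the 30 entries of Table S4, 23 were linked to 1 common tag by their counts (10 in MEAM1 vs. MED, 6 in MEAM1 vs. Asia II 3 and 7 in MED vs. Asia II 3). All 23 tags were past the threshold of differential expression, with absolute log2 ratios from 1.56 to 9.53, and for 20 of them the lower library had fewer than 10 copies. That they were past it was largely fixed by the link to the counts of the paper's DEGs. CATGGCCACGGCCTACGCCTA, linked to BT_B_ZJU_Singletons80412, had 792 copies in MEAM1 and 5 in MED, a log2 ratio of 7.36 (95% confidence interval, 6.13 to 8.99). CATGGGCTCCTCTCAGCATCA, linked to BT_Q_ZJU_Singletons160924, had 6 copies in MED and 1107 in Asia II 3, a log2 ratio of -7.65 (-9.10 to -6.53). For some of the linked tags, a tag 1 mismatch away was abundant in the library where the linked tag was rare. CATGACCATTTGAAAAATCCA, linked to BT_B_ZJU_Singletons96474, annotated by the paper as Hsp90-organizing protein, had 352 copies in MEAM1 and 11 in Asia II 3, a log2 ratio of 4.93. The tag CATGACCATTTGAAAAATCCG differs from it by A21G, with positions counted from 1 at the C of CATG, and had 187 and 330 copies. With the tags 1 mismatch away summed, a setting chosen after the data had been seen, the log2 ratio was 0.59 (0.39 to 0.79). CATGGATTCAGTCGAAGGTGA, linked to BT_ZHJ1_ZJU_Unigene21726, had 1048 copies in MEAM1 and 2 in MED, a log2 ratio of 9.09, and its T7C neighbour CATGGACTCAGTCGAAGGTGA had 2050 and 2252 copies. Summed, the ratio was 0.53 (0.45 to 0.61). In MEAM1 vs. MED, the log2 ratio of CATGTGTGAAATAAGACGTAT (BT_B_ZJU_Singletons23757) was 6.20, that of CATGAGATGTTGAAGGTCGAA (BT_B_ZJU_Singletons72595) 6.97, that of CATGAGAAATTGGTATCTTTT (BT_B_ZJU_Singletons102544) -1.56 and that of CATGTGCTGAAGCTATCGTTC (BT_Q_ZJU_Singletons104034) -7.45. CATGACATTGCAATCGCATCA (BT_Q_ZJU_Singletons16192) had -5.38, and -3.41 with the tags 1 mismatch away summed. The log2 ratio of CATGCGGAATAGGGGGCTACG (BT_B_ZJU_Singletons87852) in MEAM1 vs. Asia II 3 was 5.76 and that of CATGTGGGATACATTTGAATA (BT_Q_ZJU_Singletons5369) 5.71. CATGCATTCGAAAGGACTCCT (BT_Q_ZJU_Singletons18862) had -3.66 in this comparison, and -1.66 summed. CATGTGATTTGTACCTGCATT (BT_Q_ZJU_Singletons143983) had -7.25 in MED vs. Asia II 3.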

Out of the 30 genes selected, 27 demonstrated a concordant direction of change for both DGE and qPCR (see Table S3 and S4 in the supplemental material). The expression levels of the other 3 genes were inconsistent between DGE and qPCR results. The partial inconsistency may be caused by two reasons. First, due to the lower sensitivity of qPCR, minor differences in gene expression were difficult to be detected with qPCR assays. Second, the RNA samples used for qPCR and DGE were from different batches and the discrepancy might derive from different sample preparations. Nonetheless, the qPCR analysis confirmed that the DGE results were reliable. This result is consistent with a number of previously experiments, which have proved the validation of DGE analysis [45], [47], [50].

### Gene Ontology (GO) Analysis

In order to reveal the functions of the DEGs in each of the three comparisons (MEAM1 vs. MED, MEAM1 vs. Asia II 3 and MED vs. Asia II 3), GO terms were assigned to all DEGs. In MEAM1 vs. MED, 278 genes were identified to the category of Biological process, 305 genes to Molecular function, and 261 genes to Cellular component. As for MEAM1 vs. Asia II 3, 278 genes were identified to Biological process, 302 genes to Molecular function, and 244 genes to Cellular component. For MED vs. Asia II 3, 394 genes were identified to Biological process, 412 genes to Molecular function, and 353 genes to Cellular component. Figure 4 showed that the overall GO annotations of DEGs in the three comparisons were very similar. The numbers of DEGs in each GO term are comparable among the three comparisons. Among the DEGs, the most represented GO terms in the category of Biological process are ‘cellular process’ and ‘metabolic process’, whereas ‘binding’ and ‘catalytic activity’ are the two most represented GO terms in the category of Molecular function.

**Figure 4:**
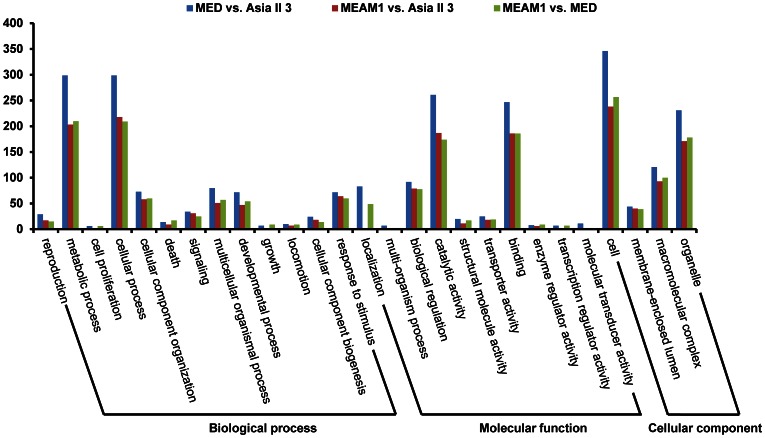
Histogram presentations of GO classification of DEGs among MEAM1, MED and Asia II 3. The functions of genes identified cover three main categories: Biological process, Cellular component, and Molecular function.

### GO Enrichment Analysis

To gain further insights into the function of DEGs, multilevel GO enrichment analysis was performed. Between MEAM1 and MED, DEGs were significantly enriched in 6 GO terms in the category of Molecular function (*p*<0.05) (Table 2). These GO terms were about ‘translation factor activity, nucleic acid binding’, ‘peptidase activity’, ‘RNA polymerase activity’, ‘helicase activity’, ‘peptidase activity, acting on L-amino acid peptides’, ‘endopeptidase activity’. Interestingly, three of the enriched GO terms were related to peptidase activity (Table 2) and the majority of DEGs in these GO terms were up-regulated in MEAM1 compared to MED (Figure 5A). It suggests that the peptidase activity might be higher in MEAM1 than in MED. As for MEAM1 vs. Asia II 3, all the enriched GO terms were about oxidoreductase activity and most of genes in those GO terms were up-regulated in MEAM1 compared to Asia II 3 (Table 2, Figure 5B). Regarding MED vs. Asia II 3, a total of 5 GO terms in the category of Molecular function were enriched, such as ‘oxidoreductase activity’, ‘peptidase activity’ and ‘NADH dehydrogenase activity’ (Table 2, Figure 5C). The data above revealed that the expression of genes in ‘peptidase activity’, ‘oxidoreductase activity’ and ‘NADH dehydrogenase activity’ were significantly different among the three species. Most importantly, in both MEAM1 vs. Asia II 3 and MED vs. Asia II 3, the expression of genes in ‘oxidoreductase activity’ were differentially regulated. Oxidoreductases are important factors that engage in various biochemical reactions such as energy generating, immunity and anti-oxidative stresses [51], [52]. The over-expression of genes in ‘oxidoreductase activity’ might be important for the high adaptability and invasion of MEAM1 and MED.

**Figure 5:**
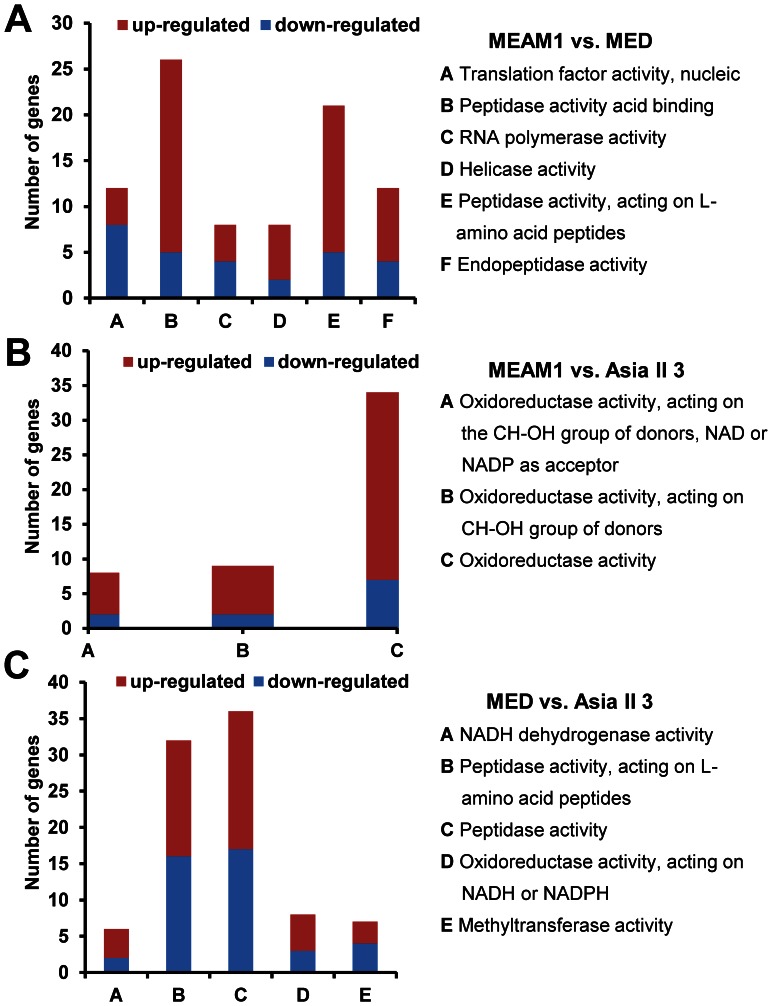
Analysis of DEGs in enriched GO terms. (A) The number of up-regulated and down-regulated genes in enriched GO terms between MEAM1 and MED. (B) The number of up-regulated and down-regulated genes in enriched GO terms between MEAM1 and Asia II 3. (C) The number of up-regulated and down-regulated genes in enriched GO terms between MED and Asia II 3.

**Table 2:** Statistically enriched Gene Ontology terms among the DEGs in the ‘Molecular function’ category.

GO ID	Level	GO Ontology	No. of DEGs*	No. of genes**	*p*-value***
**MEAM1 vs. MED**					
GO:0008135	4	Translation factor activity, nucleic acid binding	12	45	0.025
GO:0008233	4	Peptidase activity	26	115	0.029
GO:0034062	6	RNA polymerase activity	8	29	0.037
GO:0004386	8	Helicase activity	7	25	0.041
GO:0070011	5	Peptidase activity, acting on L-aminoacid peptides	21	93	0.043
GO:0004175	6	Endopeptidase activity	12	49	0.048
**MEAM1 vs. Asia II 3**					
GO:0016491	3	Oxidoreductase activity	34	154	0.008
GO:0016614	4	Oxidoreductase activity, acting onCH-OH group of donors	9	28	0.010
GO:0016616	5	Oxidoreductase activity, acting on the CH-OHgroup of donors, NAD or NADP as acceptor	8	23	0.023
**MED vs. Asia II 3**					
GO:0003954	5	NADH dehydrogenase activity	6	9	0.001
GO:0070011	5	Peptidase activity, acting on L-aminoacid peptides	32	93	0.003
GO:0008233	4	Peptidase activity	36	115	0.009
GO:0016651	4	Oxidoreductase activity, acting on NADHor NADPH	8	19	0.014
GO:0008168	5	Methyltransferase activity	7	18	0.032

* The number of differentially expressed genes (DEGs) in a Gene Ontology (GO) term.

** The total number of orthologous genes in a GO term.

*** The significantly enriched GO terms in DEGs were identified using hypergeometric test and pathways with the p≤0.05 were deemed to be enriched in DEGs.

Next, enriched GO terms in the category of Biological process were also investigated (Table S5). The DEGs in MEAM1 vs. MED were enriched in 4 GO terms and the DEGs between MEAM1 and Asia II 3 were enriched in 6 GO terms. Surprisingly, the number of GO terms (26) enriched with DEGs between MED and Asia II 3 was more than 2 times of the total number of enriched GO terms in MEAM1 vs. MED (4) and MEAM1 vs. Asia II 3 (6). This result implied that in the category of Biological process the discrepancies between MED vs. Asia II 3 were much larger than MEAM1 vs. MED or MEAM1 vs. Asia II 3.

### Pathway Enrichment Analysis

To investigate which biological pathways were significantly regulated among the three species, we mapped their DEGs to KEGG pathways. Among the 2,422 DEGs in MEAM1 vs. MED library, 326 genes were mapped to 183 pathways. In MEAM1 vs. Asia II 3 library, 319 of the 3,073 DEGs were mapped to 189 pathways, and in MED vs. Asia II 3 library, 427 of the 3,644 DEGs were mapped to 205 pathways (Table S6). Enrichment analysis was subsequently conducted to identify the significantly influenced pathways (*p*<0.05). Between MEAM1 and MED, ten pathways were enriched and most of them were associated with carbohydrate and amino acid metabolisms such as ‘Galactose metabolism’, ‘Tyrosine metabolism’ and ‘Fructose and mannose metabolism’ etc. (Table 3). As for MEAM1 vs. Asia II 3, 11 pathways were enriched with DEGs (Table 4) and 15 pathways were enriched in MED vs. Asia II 3 (Table 5).

**Table 3:** Statistically enriched pathways among the DEGs between MEAM1 and MED.

Pathways	No. of DEGs*	No. of genes**	*p*-value***
Lysosome	28	83	0.000
Galactose metabolism	12	29	0.001
Tyrosine metabolism	6	16	0.014
Fructose and mannose metabolism	7	20	0.016
Polycyclic aromatic hydrocarbon degradation	6	18	0.028
Glutathione metabolism	9	30	0.029
Pentose and glucuronate interconversions	8	26	0.030
Pyruvate metabolism	8	26	0.030
Glycine, serine and threonine metabolism	5	15	0.036
Glycerolipid metabolism	7	24	0.049

* The number of differentially expressed genes (DEGs) that belong to a KEGG pathway.

** The total number of orthologous genes that belong to a KEGG pathway.

*** The significantly enriched pathways in DEGs were identified using hypergeometric test and pathways with the p≤0.05 were deemed to be enriched in DEGs.

**Table 4:** Statistically enriched pathways among the DEGs between MEAM1 and Asia II 3.

Pathways	No. of DEGs*	No. of genes**	*p*-value***
Histidine metabolism	5	11	0.006
beta-Alanine metabolism	6	15	0.008
Pentose and glucuronate interconversions	9	26	0.009
Tyrosine metabolism	6	16	0.013
Ribosome biogenesis in eukaryotes	16	59	0.020
Propanoate metabolism	6	18	0.026
Polycyclic aromatic hydrocarbon degradation	6	18	0.026
Ascorbate and aldarate metabolism	6	18	0.026
Drug metabolism - other enzymes	11	40	0.035
Glycerolipid metabolism	7	24	0.045
Methane metabolism	6	20	0.046

* The number of differentially expressed genes (DEGs) that belong to a KEGG pathway.

** The total number of orthologous genes that belong to a KEGG pathway.

*** The significantly enriched pathways were identified using hypergeometric test and pathways with the p≤0.05 were deemed to be enriched in DEGs.

**Table 5:** Statistically enriched pathways among the DEGs between MED and Asia II 3.

Pathways	No. of DEGs*	No. of genes**	*p*-value***
Pentose and glucuronate interconversions	13	26	0.001
Galactose metabolism	14	29	0.001
Drug metabolism - other enzymes	17	40	0.002
Oxidative phosphorylation	28	80	0.005
Starch and sucrose metabolism	18	47	0.006
beta-Alanine metabolism	7	15	0.011
Ascorbate and aldarate metabolism	8	18	0.012
Steroid hormone biosynthesis	12	30	0.012
Other types of O-glycan biosynthesis	8	18	0.012
Glyoxylate and dicarboxylate metabolism	5	10	0.014
Porphyrin and chlorophyll metabolism	11	28	0.017
Fructose and mannose metabolism	8	20	0.026
Long-term depression	5	12	0.039
Retinol metabolism	15	45	0.042
Peroxisome	16	49	0.046

* The number of differentially expressed genes (DEGs) that belong to a KEGG pathway.

** The total number of orthologous genes that belong to a KEGG pathway.

*** The significantly enriched pathways were identified using hypergeometric test and pathways with the p≤0.05 were deemed to be enriched in DEGs.

### Differently Regulated Pathways between the Two Invasive Species

When comparing MEAM1 and MED, the DEGs were significantly enriched in three carbohydrate and two amino acid metabolic pathways (‘Pentose and glucuronate interconversions’, ‘Fructose and mannose metabolism’, ‘Galactose metabolism’, ‘Glycine, serine and theronine metabolism’, and ‘Tyrosine metabolism’) (Table 3). 

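In these pathways, the DEGs of Table S6 were linked to common tags where their counts were those of 1 tag. In 'Galactose metabolism', 9 of the 12 DEGs were linked and 6 of the 9 tags were higher in MEAM1. In 'Pentose and glucuronate interconversions', 6 of 8 were linked and 4 were higher in MEAM1. In 'Fructose and mannose metabolism', 4 of 7 were linked and 3 were higher in MEAM1. In 'Tyrosine metabolism' (3 of 6 linked) and 'Glycine, serine and threonine metabolism' (3 of 5 linked), 2 tags each were higher in MEAM1. Of all 5 DEGs of the latter in Table S6, however, 2 are higher in MEAM1 and 3 in MED. The pathways are not independent, since 3 of the linked tags (BT_B_ZJU_Singletons100004, BT_B_ZJU_Singletons103808 and BT_B_ZJU_Singletons71650) belong to the galactose, the fructose and mannose and the pentose and glucuronate pathways alike. The median log2 ratio (MEAM1/MED) was 1.24 for galactose, 1.51 for pentose and glucuronate, 1.97 for fructose and mannose, 1.63 for tyrosine and 1.05 for glycine, serine and threonine. Random lists of the same size, drawn 10000 times from the linked DEGs of this comparison with a KEGG pathway and matched on abundance, placed these medians at the percentiles 60.4, 54.7, 74.6, 50.3 and 32.8. Of all 194 linked DEGs of this comparison with a KEGG pathway, 124 (63.9%) were higher in MEAM1.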

The DEGs involved in these pathways were examined and the results showed that more genes were expressed at a higher level in MEAM1 than in MED, which may indicate the MEAM1 species has higher activities in carbohydrate and amino acid metabolism than MED (Figure 6A). Between the DEGs of the two invasive species, the most enriched pathway was ‘lysosome’ pathway. 

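The 'Lysosome' pathway had 28 DEGs in MEAM1 vs. MED in Table S6, of which 19 were linked to 1 common tag by their counts. All 19 tags were past the threshold, which their link to the counts of the paper's DEGs largely fixed in advance. Of them, 17 were higher in MEAM1 and 2 in MED. The median log2 ratio (MEAM1/MED) of the 19 tags was 2.51, at the percentile 94.5 among the random lists. The largest ratio was that of CATGAAAATTTACGAAAAATC, linked to BT_B_ZJU_Singletons78842, with 255 copies in MEAM1 and 4 in MED (log2 ratio 6.05). The smallest was that of CATGGGCATTGATTTACCGCC, linked to BT_B_ZJU_Singletons85380, with 3 and 60 copies (log2 ratio -4.27). For 7 of the 19 tags, MEAM1 or MED had fewer than 10 copies, and 5 had a tag 1 mismatch away with the opposite ratio.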

Interestingly, 25 out of the 28 DEGs involved in this pathway were up-regulated in MEAM1 compared to MED (Table S6). In eukaryotic cells, both endogenous and exogenous macromolecules can be delivered to lysosome for degeneration by more than 50 acid-dependent hydrolases contained within its lumen [53]. The data above implied that the MEAM1 species may have higher lysosome activity than the MED species.

**Figure 6:**
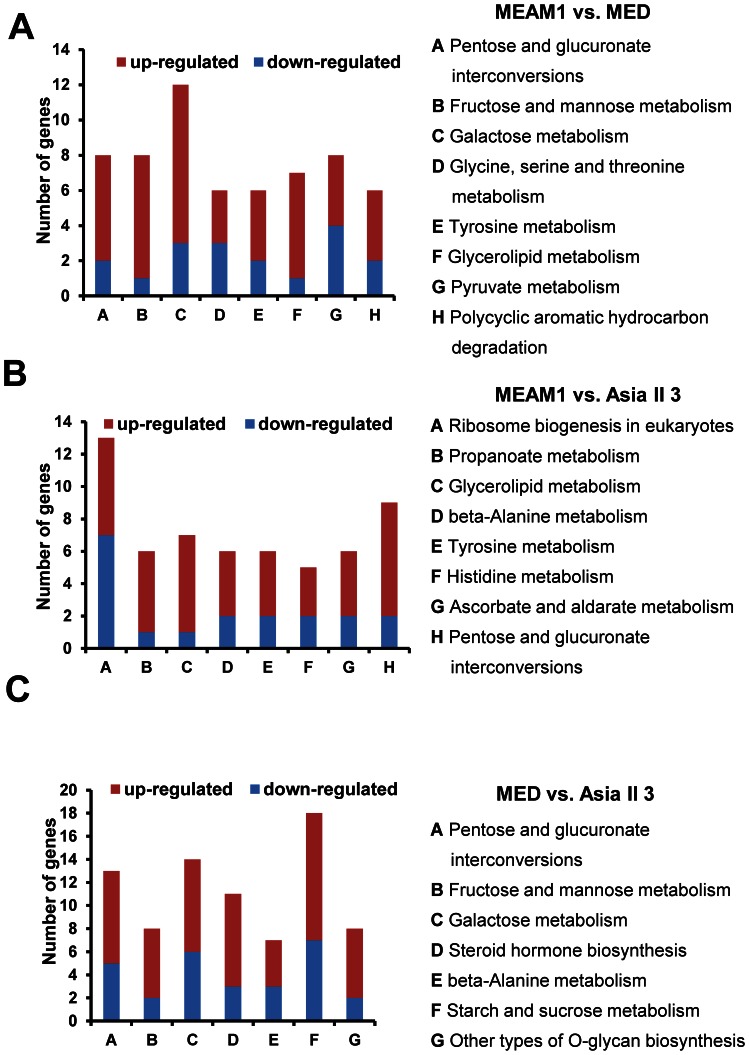
Analysis of DEGs in the enriched carbohydrate, amino acid, glycerolipid and steroid related metabolic pathways among MEAM1, MED, Asia II 3. (A) The number of up-regulated and down-regulated genes in these enriched pathways between MEAM1 and MED. (B) The number of up- and down-regulated genes in these enriched pathways between MEAM1 and Asia II 3. (C) The number of up- and down-regulated genes in these enriched pathways between MED and Asia II 3.

### Differentially Regulated Pathways between Invasive and Indigenous Whiteflies

Regarding MEAM1 vs. Asia II 3, DEGs were significantly enriched in the pathways of carbohydrate and amino acid metabolisms, such as ‘Pentose and glucuronate interconversions’, ‘beta-Alanine metabolism’, ‘Tyrosine metabolism’, ‘Histidine metabolism’ and ‘Glycerolipid metabolism’ (Table 4). For MED vs. Asia II 3, pathways involved in carbohydrate and amino acid metabolisms were significantly enriched with DEGs as well, such as ‘Pentose and glucuronate interconversions’, ‘Fructose and mannose metabolism’, ‘Galactose metabolism’, ‘Starch and sucrose metabolism’, ‘Other types of O-glycan biosynthesis’ and ‘beta-Alanine metabolism’ (Table 5). 

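In MEAM1 vs. Asia II 3, few DEGs of these pathways were linked to 1 common tag by their counts. All 3 linked tags of 'Pentose and glucuronate interconversions' (of 9 DEGs) and both linked tags of 'Glycerolipid metabolism' (of 6 distinct DEGs in Table S6) were higher in MEAM1. In 'Tyrosine metabolism' (3 of 6 linked) and 'Histidine metabolism' (3 of 5 linked), 2 tags were higher in MEAM1, and in 'beta-Alanine metabolism' (2 of 6 linked) 1 tag was. These tallies repeat tags, as 'Tyrosine metabolism' and 'Histidine metabolism' had the same 3 tags and both tags of 'Glycerolipid metabolism' are also tags of 'Pentose and glucuronate interconversions'. In MED vs. Asia II 3, 12 of 18 DEGs were linked in 'Starch and sucrose metabolism' and 7 of the 12 tags were higher in MED. In 'Galactose metabolism', 10 of 14 were linked and 5 were higher in MED. In 'Pentose and glucuronate interconversions', 5 of 13 were linked and 3 were higher in MED. In 'Other types of O-glycan biosynthesis' (3 of 8 linked) 2 tags were higher in MED, in 'Fructose and mannose metabolism' (2 of 8 linked) 2 were, and in 'beta-Alanine metabolism' (2 of 7 linked) 1 was. Here too tags were shared, 8 by the starch and galactose pathways, and the 3 O-glycan tags are also tags of the pentose and starch pathways. Of all DEGs in Table S6, 8 of 14 are higher in MED in 'Galactose metabolism' and 4 of 7 in 'beta-Alanine metabolism', and 4 of 6 of the latter are higher in MEAM1 in MEAM1 vs. Asia II 3. Over all pathways, 152 of the 183 linked DEGs (83.1%) were higher in MEAM1 in MEAM1 vs. Asia II 3, and 129 of 204 (63.2%) were higher in MED in MED vs. Asia II 3.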

Among those pathways, the majority of genes were expressed at a higher level in MEAM1 and MED compared to Asia II 3 (Figure 6B, 6C). Carbohydrates, amino acids and glycerolipids are not only the building blocks of insect body, but also essential for various behavioral and physiological processes [54]–[56]. Thus, our data analysis revealed that, on cotton plants, carbohydrate, amino acid and glycerolipid metabolisms might be more active in MEAM1 and MED than in Asia II 3. The diverged expression of metabolism genes in MEAM1, MED and Asia II 3 may contribute to their differences in biological characteristics and adaptability to host plants (Figure 4).

### Up-regulation of Drug Metabolism and Anti-stress Related Genes in MEAM1 and MED

Between MEAM1 and Asia II 3, the DEGs were significantly enriched in the ‘Drug metabolism - other enzymes’ pathway (*p = *0.035), and 9 out of the 11 DEGs were expressed at a higher level in MEAM1 compared to Asia II 3 (Table 6). 

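Of the 11 DEGs of Table 6, 5 were linked to 1 common tag by their counts, and 4 of the 5 tags were higher in MEAM1, with a median log2 ratio of 4.21 over the 5. For these 4 tags, the Asia II 3 library had fewer than 10 copies. CATGGAATTCAGGAAGCAGCC, linked to BT_B_ZJU_Singletons101287, annotated by the paper as dihydropyrimidine dehydrogenase, had 103 copies in MEAM1 and 8 in Asia II 3. Its log2 ratio was 3.62 (95% confidence interval, 2.58 to 4.87, FDR = 2.65e-20 from the Audic-Claverie exact test). CATGGAAAAACACAACGCTAC, linked to BT_Q_ZJU_Singletons12425, annotated by Table 6 as a cytochrome P450, had 53 copies in MEAM1 and 139 in Asia II 3, a log2 ratio of -1.46 (FDR = 3.52e-10). Its G17A neighbour, CATGGAAAAACACAACACTAC, with positions counted from 1 at the C of CATG, had 28 copies in MEAM1 and 2 in Asia II 3, and the summed log2 ratio was -0.87. The other 6 DEGs of Table 6 had the counts of several tags or too few counts in the tables read.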

Among these DEGs, two P450 genes and two UDP-glucuronosyltransferase (UGT) genes were expressed at a higher level in MEAM1 than in Asia II 3 with log_2_ (MEAM1/Asia II 3) >4.2. 

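Of the P450 and UGT genes of Table 6, 4 were linked to 1 common tag by their counts, and 3 of the tags were higher in MEAM1. The tag of BT_Q_ZJU_Singletons12425, a cytochrome P450 in Table 6, was lower in MEAM1. CATGCGCAAGAACTCAAAGAA, linked to BT_B_ZJU_Singletons81386, annotated by the paper as cytochrome P450 CYP6CX1v1, had 136 copies in MEAM1 and 7 in Asia II 3, a log2 ratio of 4.21 (95% confidence interval, 3.13 to 5.55, FDR = 9.11e-30). CATGTGCGATCGTGGTTCGAA, linked to BT_Q_ZJU_Singletons121366, annotated as UDP-glucosyltransferase, had 177 and 2 copies, a log2 ratio of 6.40 (4.52 to 9.45, FDR = 4.61e-47). No tag 1 mismatch from it had at least 10 copies in any library. CATGCGGCGAAATTAAGTACG, linked to BT_B_ZJU_Singletons103451, also annotated as CYP6CX1v1, had 183 and 2 copies, a log2 ratio of 6.44 (4.57 to 9.50, FDR = 9.22e-49). A tag that differs from it by C8T, CATGCGGTGAAATTAAGTACG, had 247 copies in MEAM1, 0 in MED and 83 in Asia II 3. With both tags summed, a setting chosen after the data had been seen, the log2 ratio was 2.27 (1.93 to 2.62). The FDR values are from the Audic-Claverie exact test of 1 library per species. The paper's qPCR, on a separate sample, gives log2 ratios near 0 in MEAM1 vs. Asia II 3 for 2 of these genes. They are -0.17 for BT_Q_ZJU_Singletons121366 and 0.24 for BT_B_ZJU_Singletons103451. In MED vs. Asia II 3 the qPCR values of these genes are 3.10 and 3.45.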

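In MED vs. Asia II 3, 7 of the DEGs of 'Drug metabolism - other enzymes' were linked to 1 common tag by their counts, and 5 of the 7 tags were higher in MED. The median log2 ratio (MED/Asia II 3) was 4.00, at the percentile 78.1 among random lists of linked DEGs. For 6 of the 7 tags, the MED or the Asia II 3 library had fewer than 10 copies. CATGACCCATAATGGTTATTT, linked to BT_ZHJ1_ZJU_Unigene39602, annotated by Table 7 as a UDP-glucuronosyltransferase, had 82 copies in MED and 6 in Asia II 3, a log2 ratio of 3.65 (95% confidence interval, 2.46 to 5.13). CATGTGGCTAGACACGGAGCA, linked to BT_Q_ZJU_Singletons29450, annotated by the paper as a UDP-glucuronosyltransferase, had 17 and 57 copies, a log2 ratio of -1.87 (-2.75 to -1.07, FDR = 2.59e-06 from the Audic-Claverie exact test). The tag linked to the cytochrome P450 gene BT_Q_ZJU_Singletons12425 had 2 copies in MED and was lower there, a log2 ratio of -6.24 (-9.30 to -4.36).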

As for MED vs. Asia II 3, the DEGs were also significantly enriched in the ‘Drug metabolism - other enzymes’ pathway (*p = *0.002), and 12 out of 17 genes were up-regulated in MED compared to Asia II 3. Interestingly, among these DEGs, three P450 genes and three UGT genes were up-regulated in MED compared to Asia II 3 (Table 7). 

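The tag of the UDP-glucosyltransferase gene BT_Q_ZJU_Singletons121366 had 258 copies in MED, a log2 ratio (MED/Asia II 3) of 6.89 (95% confidence interval, 5.02 to 9.94, FDR = 3.08e-68 from the Audic-Claverie exact test). The tag of the P450 gene BT_B_ZJU_Singletons81386 had 123 copies in MED, a log2 ratio of 4.01 (2.92 to 5.35). Its A20G neighbour, CATGCGCAAGAACTCAAAGGA, had 2 copies in MEAM1, 210 in MED and 0 in Asia II 3, and with both summed the log2 ratio was 5.45 (4.39 to 6.77). The tag of the P450 gene BT_B_ZJU_Singletons103451 had 73 copies in MED, a log2 ratio of 5.06 (3.16 to 8.14). With its C8T neighbour summed, the log2 ratio was -0.34, and its interval from -0.82 to 0.12 included 0. The tag of BT_B_ZJU_Singletons101287 had 140 copies in MED.

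**Figure D2:**
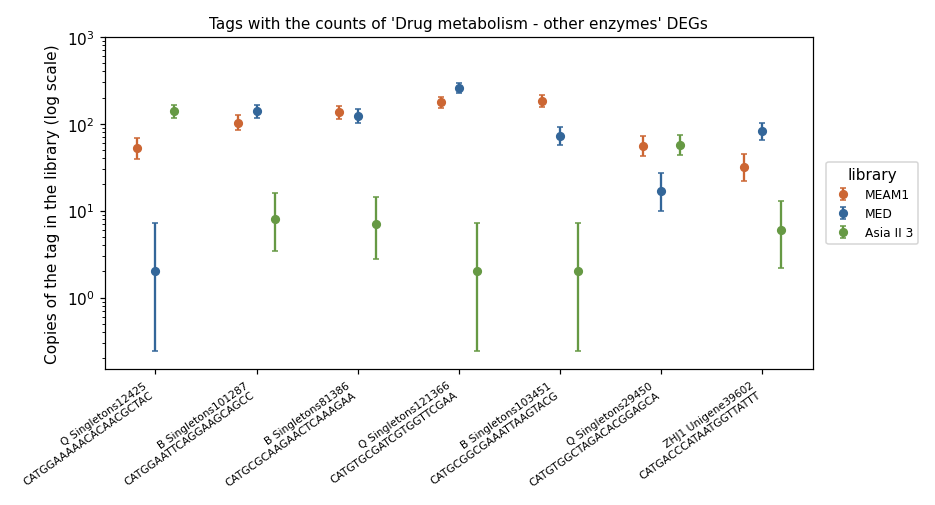
Copies (log scale) in the MEAM1, MED and Asia II 3 libraries of the 7 tags linked by counts to DEGs of 'Drug metabolism - other enzymes', with bars for the 95% Poisson confidence interval of each count. The tags of BT_Q_ZJU_Singletons121366 and BT_B_ZJU_Singletons103451 had 2 copies in Asia II 3, and that of BT_Q_ZJU_Singletons12425 had 2 copies in MED.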

During the interaction between insects and plants, insects have evolved mechanisms to protect themself from plant toxic compounds by a variety of enzymatic detoxification systems. P450s occupy an important position in detoxification processes due to their extraordinary versatility, multiplicity and diversity of substrate recognition sites [57], [58]. In addition, P450s also play a significant role in insecticide resistance [59], [60]. UGTs belong to another family of enzymes involved in insect detoxification of plant allelochemicals and insecticides through glycosylation, which converts lipophilic aglycones into more hydrophilic glycosides, facilitating the excretion or sequestration for further utilization [61], [62]. Both MEAM1 and MED have a wide range of host plant, and MED is also known for its anti-insecticide ability. As P450s and UGTs have those important functions, their high expression in MEAM1 and MED may contribute to the wide host plant range and anti-insecticide ability of both MEAM1 and MED whiteflies [31], [32] and lead to the two species’ invasion and displacement of the indigenous Asia II 3 species.

**Table 6:** DEGs in ‘Drug metabolism - other enzymes’ pathway in MEAM1 vs. Asia II 3.

Gene ID	Homologous function*	Species	Accession no.	FC**
BT_B_ZJU_Singletons26640	UDP-glucuronosyltransferase 1–8 precursor, putative	*Pediculus humanus corporis*	XP_002427365.1	−1.47
BT_Q_ZJU_Singletons12425	Cytochrome P450 6B21	*Papilio glaucus*	AF280622_1	−1.46
BT_B_ZJU_Singletons74969	UDP glucuronosyltransferase 2B11	*Gallus gallus*	XP_420613.2	2.96
BT_B_ZJU_Singletons104121	GMP synthase	*Tribolium castaneum*	XP_001812886.1	3.25
BT_B_ZJU_Singletons103244	Inosine-5'-monophosphate dehydrogenase	*Harpegnathos saltator*	EFN84850.1	3.32
BT_Q_ZJU_Singletons166670	Glucosyl/glucuronosyl transferases	*Tribolium castaneum*	XP_967606.2	3.32
BT_B_ZJU_Singletons101287	Dihydropyrimidine dehydrogenase	*Camponotus floridanus*	EFN63987.1	3.62
BT_B_ZJU_Singletons81386	Cytochrome P450 CYP6CX1v1	*Bemisia tabaci*	ACT68012.1	4.21
BT_B_ZJU_Singletons21983	Feruloyl esterasee protein, Est4	*Reticulitermes flavipes*	ACT53739.1	4.95
BT_Q_ZJU_Singletons121366	UDP-glucosyltransferase	*Bombyx mori*	NP_001182390.1	6.39
BT_B_ZJU_Singletons103451	Cytochrome P450 CYP6CX1v1	*Bemisia tabaci*	ACT68012.1	6.45

* The function of the homologous gene.

** FC, fold change (log_2_ MEAM1/Asia II 3) of gene expression.

**Table 7:** DEGs in ‘Drug metabolism - other enzymes pathway’ in MED vs. Asia II 3.

Gene ID	Homologous function*	Species	Accession no.	FC**
BT_Q_ZJU_Singletons12425	Cytochrome P450 6B21	*Papilio glaucus*	AF280622_1	−6.26
BT_B_ZJU_Singletons1669	Spermatogonial stem-cell renewal factor	*Branchiostoma floridae*	XP_002594939.1	−2.71
BT_Q_ZJU_Singletons29450	UDP-glucuronosyltransferase 2A3 isoform 2	*Pan troglodytes*	XP_526602.2	−1.87
BT_Q_ZJU_Singletons152808	Dihydropyrimidinase, putative	*Pediculus humanus corporis*	XP_002431143.1	−1.82
BT_B_ZJU_Singletons26640	UDP-glucuronosyltransferase 1–8 precursor, putative	*Pediculus humanus corporis*	XP_002427365.1	−1.53
BT_Q_ZJU_Singletons34238	Antennal-enriched UDP-glycosyltransferase	*Tribolium castaneum*	XP_969004.1	1.83
BT_Q_ZJU_Singletons6014	Cytochrome P450 CYP6CX1v2	*Bemisia tabaci*	ACT78507.2	2.33
BT_B_ZJU_Singletons104121	GMP synthase, putativehypothetical protein	*Pediculus humanus corporis*	EFA09313.1	2.87
BT_B_ZJU_Singletons74969	UDP-glucuronosyltransferase 2B11 protein	*Gallus gallus*	XP_420613.2	3.23
BT_ZHJ1_ZJU_Unigene39602	UDP-glucuronosyltransferase 2B7 precursor	*Canis familiaris*	XP_852203.1	3.65
BT_Q_ZJU_Singletons166670	Glucosyl/glucuronosyl transferases	*Tribolium castaneum*	XP_967606.2	3.68
BT_B_ZJU_Singletons101287	Dihydropyrimidine dehydrogenase [NADP+]	*Camponotus floridanus*	EFN63987.1	4.01
BT_B_ZJU_Singletons81386	Cytochrome P450 CYP6CX1v1	*Bemisia tabaci*	ACT68012.1	4.01
BT_B_ZJU_Singletons21983	Feruloyl esterase-like protein Est4	*Reticulitermes flavipes*	ACT53739.1	4.40
BT_ZHJ1_ZJU_Unigene25036	Uridine cytidine kinase	*Nasonia vitripennis*	XP_001605136.1	4.55
BT_B_ZJU_Singletons103451	Cytochrome P450 CYP6CX1v1	*Bemisia tabaci*	ACT68012.1	5.07
BT_Q_ZJU_Singletons121366	UDP-glucosyltransferase protein 3	*Bombyx mori*	NP_001161187.1	6.89

* The function of the homologous gene.

** FC, fold change (log_2_ MED/Asia II 3) of gene expression.

In the ‘Peroxisome’ pathway, a CuZn SOD gene and a catalase gene were found expressed at a higher level in MEAM1 and MED than in Asia II 3 (Table S6). 

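No single common tag had the counts of the CuZnSOD gene or of the catalase gene BT_B_ZJU_Singletons103981. The paper's counts of this catalase gene, divided by the common tags of each library, gave 135 TPM in MEAM1 and 14.3 TPM in Asia II 3. A gene annotated by the paper as catalase-like, BT_Q_ZJU_Singletons158944, was linked to the tag CATGAACTACACCATTGATGG, with 120 copies in MEAM1, 189 in MED and 2 in Asia II 3. Its log2 ratio was 5.84 in MEAM1 vs. Asia II 3 (95% confidence interval, 3.95 to 8.90) and 6.44 in MED vs. Asia II 3 (4.56 to 9.49), and no tag 1 mismatch away had at least 10 copies. In the 'Peroxisome' pathway, 4 of 5 linked tags were higher in MEAM1 in MEAM1 vs. Asia II 3, with a median log2 ratio of 3.20 at the percentile 49.2 among 10000 random lists of linked DEGs. Of the 6 tags linked in MED vs. Asia II 3, 2 were higher in MED, with a median log2 ratio of -2.20 at the percentile 3.2. The linked tags do not stand for the whole pathway there, as 8 of its 16 DEGs in Table S6 are higher in MED and 8 in Asia II 3.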

SOD is an important member of antioxidant enzymes capable of detoxifying reactive oxygen species such as superoxide anion (O_2_^−^) and hydrogen peroxide (H_2_O_2_), which were produced under various stress conditions [63]. A series of studies have reported that CuZnSOD involved in defense response against many biological stimulators such as heavy metals [64], heat shock [65], infection and pesticide resistance [66], [67]. Catalase is another antioxidant enzyme responsible for the degradation of H_2_O_2_ generated under stress conditions [68]–[70]. Compared to Asia II 3, MEAM1 is known for its higher adaptive ability to a number of host plants [21], [71], and MED has its own advantage in insecticide resistance [32]. The results above are particularly interesting and suggest that the higher adaptive capacity observed in MEAM1 species or the stronger anti-insecticide ability of MED might be related to the over-expression of some important genes of detoxification or anti-stress.

### Other Differentially Regulated Pathways between the Invasive and Indigenous Species

Besides the differently regulated pathways between the invasive and indigenous whiteflies noted above, our analysis also showed that ‘Ribosome biogenesis in eukaryotes’ and ‘Ascorbate and aldarate metabolism’ were enriched with DEGs in MEAM1 vs. Asia II 3. Ribosome biogenesis underlies the cell's capacity to grow as ribosomes synthesize prodigious numbers of proteins, which is required for cell growth and proliferation [72]. 

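Of the 16 DEGs of 'Ribosome biogenesis in eukaryotes' in MEAM1 vs. Asia II 3, 9 were linked to 1 common tag by their counts, and 7 of the 9 tags were higher in MEAM1. The median log2 ratio (MEAM1/Asia II 3) was 1.57, at the percentile 4.79 among random lists of the linked DEGs of this comparison with a KEGG pathway, whose median over all of them was 2.96. The tag with the largest ratio, CATGGTCGAAAAGAGGAAAGA (linked to BT_B_ZJU_Singletons101607), had 117 copies in MEAM1 and 8 in Asia II 3, a log2 ratio of 3.80. At the other end, CATGTTTTGGAGTATAATGAT (linked to BT_Q_ZJU_Singletons31086) had 83 and 200 copies, a log2 ratio of -1.34. With the links restricted to those on 3 counts, or on 2 counts and a ratio, a setting chosen after the data had been seen, 6 genes were linked and 5 were higher in MEAM1.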

The data showed that 11 out of the 16 genes contained in ‘Ribosome biogenesis’ were up-regulated in MEAM1 compared to Asia II 3 indicating the higher ability of MEAM1 in this pathway (Table S6). In MED vs. Asia II 3, ‘Oxidative phosphorylation’ pathway was significantly regulated. 

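Table S6 lists 28 DEGs of 'Oxidative phosphorylation' in MED vs. Asia II 3, and 15 were linked to 1 common tag by their counts. Of these tags, 5 were higher in MED and 10 in Asia II 3. The median log2 ratio (MED/Asia II 3) was -1.87, at the percentile 0.21 among 10000 random lists of linked DEGs matched on abundance. The tag CATGGATCAATACATTCCCCG, linked to BT_B_ZJU_Singletons69414, had 2527 copies in MED and 13 in Asia II 3 (log2 ratio 7.48), and CATGGATGCAGGCTCATACAC, linked to BT_B_ZJU_Singletons93331, had 323 and 4 (log2 ratio 6.21). The tag linked to cytochrome c oxidase subunit 6A1 had a log2 ratio of -11.23 and that linked to NADH dehydrogenase subunit 2 one of -10.70. For 5 of the 15 tags the lower library had fewer than 10 copies, and 3 had a tag 1 mismatch away with the opposite ratio. Tags more than 1 mismatch apart were not compared. The similar linked tags CATGTGCTACGTTCTGCTTTT and CATGTGCTCCGTTCTGCTTTC, for example, had log2 ratios of 5.62 and -1.87. Every linked tag of a gene named from Asia II 3 (BT_ZHJ1) was lower in MED, while tags of BT_B genes lay on both sides. The median therefore does not show a lower level of the pathway in MED.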

From ‘Oxidative phosphorylation’ pathway, organisms not only acquire the energy that is essential for cellular activities, but also provide precursors for the biosynthesis of amino acids and NADH that is used in numerous biochemical reactions [73]. The different regulation of oxidative phosphorylation may be important for the differentiation of MED and Asia II 3 and warrants further investigations.

In summary, we present, for the first time, an extensive analysis of transcriptional differences of two invasive whitefly species MEAM1, MED and an indigenous whitefly Asia II 3. Our data shows that among the orthologous genes shared by the three species, more DEGs were identified between MED and Asia II 3 than between MED and MEAM1, which corresponds to the results of previous phylogenetic analyses. KEGG enrichment analysis showed that MEAM1, MED and Asia II 3 differ from each other in several pathways related to carbohydrate, amino acid and glycerolipid metabolisms. In addition, most of the drug metabolism and detoxification related genes such as P450s, UGTs, CuZnSOD and catalase were expressed at a higher level in MEAM1 and MED than in Asia II 3. The higher expression of these genes in the invasive MEAM1 and MED species may contribute to their adaptability to a wide range of host plants and detoxification ability. To confirm this observation, the activity of these enzymes should be compared among the invasive and native whitefly species. In addition, we may silence the expression of critical genes and examine whether it will affect the competition between invasive and native whitefly species.

## Supporting Information

Figure S1 **Distribution of distinct tags over different tag abundance categories.** Numbers in the square brackets indicate the range of copy numbers for a specific category of tags.
(PDF) Click here for additional data file.

Table S1 **The expression level of orthologous genes in MEAM1, MED and Asia II 3.**
(XLS) Click here for additional data file.

Table S2 **The DEGs among MEAM1, MED and Asia II 3.** Orthologous genes with the FDR <0.001 and the absolute value of log_2_ Ratio ≥1 were judged to be the different expression genes (DEGs) between species.
(XLS) Click here for additional data file.

Table S3 **Primers for qPCR.** The primers of the 30 selected genes used for validation of expression level and the reference gene (β-actin) were listed.
(XLS) Click here for additional data file.

Table S4 **Data of qPCR validation.** Thirty genes were selected for validation of expression level using qPCR. Log_2_ Ratio_DGE: fold change (log_2_ Ratio) of gene expression in DGE analysis; Log_2_ Ratio_qPCR: fold change (log_2_ Ratio) of gene expression in qPCR; Concordant up: genes were up-regulated both in DGE and qPCR analyses; Concordant down: genes were down-regulated both in DGE and qPCR analyses; Up DGE, down qPCR: genes up-regulated in DGE analysis were down-regulated in qPCR assay; Down DGE, up qPCR: genes down-regulated in DGE analysis were up-regulated in qPCR assay.
(XLS) Click here for additional data file.

Table S5 **Enriched GO terms in ‘Biological process’ category.** No. of DEGs: the number of differentially expressed genes (DEGs) that belong to a KEGG pathway. No. of genes: The total number of orthologous genes that belong to a KEGG pathway.
(XLS) Click here for additional data file.

Table S6 **KEGG annotation of DEGs among the three species.** The KEGG annotation of differentially expressed genes in 1) MEAM1 vs. MED, 2) MEAM1 vs. Asia II 3, and 3) MED vs. Asia II 3 were listed.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

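Gene expression was measured in whiteflies of MEAM1, MED and Asia II 3 as DGE tags, with 1 library per species. The authors cut cDNA at CATG sites, took the 17 bp after each site, sequenced the 21 bp tags on an Illumina HiSeq instrument, and removed adaptors, low quality sequences, empty reads and tags with 1 copy. The authors deposited, for each library, every distinct clean tag with its copy number as raw counts without normalization. The authors deposited beside it the TPM over all clean tags of the library (rpm). All deposited tags began with CATG and had 17 further bases, and the deposited TPM was checked against the copy numbers, from which it differed by at most 0.005, the rounding of its 2 decimals. Only the copy numbers were used further. The deposited lists do not name genes.

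The libraries held 5734967 clean tags (MEAM1), 5876814 (MED) and 5976544 (Asia II 3). The smallest level that 3 copies can show was a TPM over clean tags of 0.523, 0.510 and 0.502. Confidence intervals of shares are 95% Wilson intervals, and those of ratios come from the binomial distribution of the 2 counts. The intervals of ratios cover counting error only, and those of shares treat tags as independent. Neither covers the variation among whiteflies of a species.

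A tag was common when it was present in all 3 libraries, which at the deposited minimum means at least 2 copies in each. TPM was then computed over the common tags of the library. For each of the 3 comparisons, every common tag was tested once with the Audic-Claverie exact test (two-sided), the p-values were adjusted by the Benjamini-Hochberg method, and tags with an FDR below 0.001 and an absolute log2 ratio of at least 1 were called differentially expressed. The paper's text states this threshold and cites a method for its test without naming the test. As there was 1 library per species, no replicate check was possible, no dispersion could be estimated, and the test compares 2 libraries and not the species. The test was checked on simulated data with 200 tags changed 4-fold. The changed tags were drawn from those with an expected count of at least 20, so the recovery does not apply to rarer tags. The test recovered 199 of the changed tags with 0 unchanged tags called under sampling noise, 191 with 282 unchanged tags called at a biological coefficient of variation of 0.2, and 171 with 2839 called at 0.4.

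Genes of Table S1 and Table S2 were linked to common tags by identical counts, and a link was used where exactly 1 common tag had the counts. The tables as read held 1998 to 1999 genes in each part, except for 152 genes in the MED vs. Asia II 3 part of Table S2. Annotations and pathways are the paper's. Pathway medians of log2 ratios were placed as percentiles among 10000 random lists of the same size, drawn from the linked DEGs of that comparison with a KEGG pathway and matched on abundance in 5 classes, and no p-value across genes was computed. Named in the text are every gene of Table 6, Table 7, Table S4 or the paper's text with a link, the 2 tags with the largest and the 2 with the smallest log2 ratio per comparison among those past the threshold with at least 100 copies in the higher library, the 3 most abundant tags of each library, and the most abundant tag of each library that the others lack. In the pathways, the linked tags with the largest or smallest ratios are given as examples. Some of the tags linked to the 10 annotated genes with the largest counts of each library are examples too.

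The alternatives were other library sizes (all clean tags, edgeR TMM factors, or the MEAM1 and MED common-tag totals exchanged), Fisher's exact test, edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4, at least 10 copies in the 2 libraries together or in each, an FDR threshold of 0.05, removal of tags 1 mismatch from a tag at least 50 times as abundant, and a minimum of 5 copies for common tags. Added after the data had been seen were the sum of a tag with the tags 1 mismatch away that had at least 10 copies in a library, and links on 3 counts, or on 2 counts and a ratio, only.

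The tests of genes, their alternatives and the medians of gene families were planned for the case that transcripts could be matched to tags, and they were not run. The GO terms were not analysed here. Of the qPCR measurements, only the paper's log2 values were used, to compare directions and to set beside the ratios of some tags. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16.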

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

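The tests of reciprocal tag pairs and of kinship were chosen only after the result was seen, and the test of depth was set before it.

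The comparisons of the paper rest on tags present in all 3 libraries, and the tags that only 2 libraries share were not analysed there. MEAM1 and Asia II 3 shared 34424 distinct tags that MED lacked, MEAM1 and MED shared 26778 that Asia II 3 lacked, and MED and Asia II 3 shared 4697 that MEAM1 lacked. All of them had at least 2 copies in each of the 2 libraries. With the libraries drawn down to the same total of 5734967 tags and at least 5 copies required, MEAM1 and Asia II 3 shared 35420 tags (common tags included), MEAM1 and MED 31604, and MED and Asia II 3 20087. The order of the pairs was the same as before, but the difference in depth is small, so the order had little room to change. Depth does not account for the smaller overlap of MED and Asia II 3 either way, since both libraries had more clean tags than MEAM1.

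The large overlap of MEAM1 with Asia II 3 has 2 further explanations that were tested, material of Asia II 3 in the MEAM1 library and a kinship of these species. MED and Asia II 3 had 988 pairs of tags 1 mismatch apart with one abundant in each, and 959 of the pairs had at least 20 copies in MEAM1. The MEAM1 library held both tags of 79.0% of these pairs and only the Asia II 3 tag of 20.4%, where kinship without mixing predicted only the Asia II 3 tag for most of them. A candidate explanation is therefore a mixed sample, and the further tests of it are given under the other observations. No test separated it from carry-over into MEAM1 alone at rates that differ among tags, or from MEAM1 whiteflies that carry both forms of many genes. At one rate, carry-over from Asia II 3 into MEAM1 was limited to 11.8%. The Asia II 3 tags that MED lacked had a median of 30.1% of their level in MEAM1. The limit argues against mixing in one fixed proportion too, but it rests on the most abundant absent tag.

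The most abundant tag found in the MED library alone, CATGTCGATTTCGCCCGTGAG, had 1472 copies there (a TPM over clean tags of 250.5), while the floors of the MEAM1 and Asia II 3 libraries were 0.523 and 0.502. The largest numbers of copies of such tags in the other libraries were 213 in MEAM1 (CATGAGTGCTGAAAACAAGAA) and 122 in Asia II 3 (CATGACCTAGAAAAGTAAATT). At a count this high, library depth does not account for its absence. No test was run to tell a base difference inside the tag from a transcript of MED alone or from sequence of another organism, and no biological explanation was tested.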

How the results depend on the processing

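The alternatives were set before the data were examined, except for the sum of tags 1 mismatch apart and the restriction of links, which were chosen after the data had been seen. No paired analysis was possible because each species had 1 library.

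The numbers of differentially expressed common tags stayed within 1.5 times their values with all clean tags, TMM factors, exchanged totals, Fisher's exact test, at least 10 copies in the 2 libraries together, an FDR threshold of 0.05, abundant tags' 1-mismatch neighbours left out, and tags 1 mismatch apart summed. They moved further with edgeR's exact test, to 2559, 4115 and 5017 tags (in the order MEAM1 vs. MED, MEAM1 vs. Asia II 3, MED vs. Asia II 3) at an assumed biological coefficient of variation of 0.2 and to 780, 1034 and 2043 at 0.4. With at least 10 copies in each of the 2 libraries, they were 3737, 3901 and 3726. Under this filter the difference between MED vs. Asia II 3 and MEAM1 vs. MED reversed to -11, and the share of tags higher in the library named first reversed to 47.9%, 39.3% and 38.4%. The filter sets a minimum in every library and so removes the tags with the largest differences. It left 15706, 14144 and 12983 tags to be tested, and as shares of these the differentially expressed tags kept their order (23.8%, 27.6% and 28.7%), so the reversal of the difference comes with the smaller number of tags tested in MED vs. Asia II 3. With tags 1 mismatch apart summed, the share higher in MED in MED vs. Asia II 3 reversed to 47.2%, and the cause was not tested. In this setting every common tag is kept with its own sum, so neighbouring common tags are counted repeatedly. The difference between MED vs. Asia II 3 and MEAM1 vs. MED was positive under the other alternatives, and the shares stayed above 50% under them. With edgeR's exact test the shares rose, to 69.7%, 84.4% and 65.8% at an assumed biological coefficient of variation of 0.2. At 0.4 they were 75.5%, 99.9% and 77.5%.

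The tags with an absolute log2 ratio of at least 5 fell to 138, 109 and 197 with at least 10 copies in each of the 2 libraries. With tags 1 mismatch from a tag at least 50 times as abundant left out, they fell to 446 in MEAM1 vs. MED. With tags 1 mismatch apart summed, they fell to 365 in MEAM1 vs. MED and 384 in MEAM1 vs. Asia II 3. Under the other alternatives they stayed within 1.5 times their values. The cause of these moves was not tested. The 33393 common tags fell to 18410 at a minimum of 5 copies. The 6 shares of common tags by TPM all moved beyond their confidence intervals when all clean tags were the divisor.

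The median log2 ratio of all common tags in MED vs. Asia II 3 was -0.13, and 0.02 with all clean tags as the divisor. In MEAM1 vs. Asia II 3 it was -0.07, and 0.06 with all clean tags. Ratios against Asia II 3 are therefore uncertain by such a shift. The 3 other scalings shifted all ratios of a comparison alike and by little, so only ratios near 0 or near the threshold could change. Over 56 ratios of named tags under these scalings, 165 of 168 values kept their direction and their side of the threshold. The exceptions were the ratio of CATGATCTGAGTTCAGACCGG in MED vs. Asia II 3, which reversed to 0.079 with all clean tags and to 0.087 with TMM factors, and that of CATGTTCCTCAGTTGATCAAA in MEAM1 vs. MED, which fell below the threshold of 1 with exchanged totals. The direction of the linked pathway tags was not put to a test by the 3 scalings, since all of these tags had an absolute log2 ratio of at least 1 and the scalings moved the ratios by less. The restriction of links left the linked tags of the pathways as they were, except that 'Ribosome biogenesis in eukaryotes' kept 6 of 9, and so it shows little about the shares.

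The depth limits the ratios of tags with few copies, and the tags with an absolute log2 ratio of at least 5 had a median of 3 copies in the lower library. The alternatives planned for tests of genes were not run, as no transcripts were matched to tags.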

Differences from the paper's values

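The log2 ratios of 35 entries of Table 6, Table 7 and Table S4 were compared with those of the tags linked to them, and 30 differed by at most 0.02. As tags were linked by the paper's own counts, this agreement was largely fixed by the link and is no independent check. The 5 others are in Table S4. For BT_ZHJ1_ZJU_Unigene50305 in MEAM1 vs. MED, the paper's ratio is -1.61 and that of the linked tag was 5.82. For BT_ZHJ1_ZJU_Unigene47331, the paper's ratio is 2.25 and that of the tag was -6.23. For BT_ZHJ1_ZJU_Unigene21726, the paper's ratio is -3.36 and that of the tag was 9.09. In MED vs. Asia II 3, the paper's ratio for BT_ZHJ1_ZJU_Unigene44150 is -3.07 and that of the tag was -9.53, and for BT_ZHJ1_ZJU_Unigene11773 the paper's ratio is 3.33 and that of the tag was -8.32. None of the alternatives set before the data were examined (all clean tags, TMM factors, exchanged totals) closed these gaps. With tags 1 mismatch apart summed, chosen after the values had been seen, the ratio of BT_ZHJ1_ZJU_Unigene50305 was -1.41 (95% confidence interval, -1.64 to -1.19, which includes the paper's value), that of BT_ZHJ1_ZJU_Unigene21726 was 0.53 and that of BT_ZHJ1_ZJU_Unigene11773 was -1.19.

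The paper states that the direction of change was the same by DGE and qPCR for nearly all genes tested. Among the 23 entries of Table S4 with a linked tag, the direction of the tag was that of the paper's qPCR value for 17 and the opposite for 6. The same direction can hide a large gap. In MEAM1 vs. Asia II 3, BT_B_ZJU_Singletons103451 has a qPCR value of 0.24 against 6.44 for its tag. The 6 entries of opposite direction are as follows. For 4 of these 6 (BT_ZHJ1_ZJU_Unigene50305, BT_ZHJ1_ZJU_Unigene47331, BT_ZHJ1_ZJU_Unigene21726 and BT_ZHJ1_ZJU_Unigene11773), the paper's own DGE ratio has the direction of its qPCR value and the tag has the opposite direction. These genes were linked by their counts in all 3 libraries, so the paper's counts of Table S1 and Table S2 give the direction of the tag too, and the difference lies between these counts and the ratios of Table S4. For the other 2 (BT_Q_ZJU_Singletons121366 and BT_B_ZJU_Singletons96474, in MEAM1 vs. Asia II 3), the paper's DGE ratio and the tag both differ in direction from the qPCR value. Table S6 lists 6 distinct genes of 'Glycerolipid metabolism' in MEAM1 vs. MED and 6 in MEAM1 vs. Asia II 3, in each case 1 fewer than the DEGs of Table 3 and Table 4.

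Table 1 gives the total of common tags that the deposited lists hold for MEAM1 to MED and the total of MED to MEAM1. The lists held 4772332 common tags in MEAM1 and 4954769 in MED. With the totals exchanged, both values are those of Table 1. The paper gives a range of clean tags per library with an upper end below the 5976544 clean tags of Asia II 3.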

Other observations

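The tests of reciprocal tag pairs, of kinship, of carry-over among all 3 libraries and of the limits of its rate, and the tag pair thresholds, were chosen only after the result was seen. The other tests were set before. The decision that the tests of carry-over by shares and of MEAM1 material in the Asia II 3 library cannot settle their questions was made after their values were seen.

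Of the Asia II 3 tags with at least 50 copies that the MED library lacked, 4527 of 4533 (99.9%) were in the MEAM1 library, at a median of 30.1% of their level in Asia II 3 (quartiles of the log2 ratio, -2.18 and -1.23). Of the MED tags with at least 50 copies that Asia II 3 lacked, 53.2% were in MEAM1. With the libraries drawn down to the same total, the share of the Asia II 3 tags was 99.9% again (4370 of 4376). This step leaves MEAM1, the smallest library, as it was, so the share had little room to change. Depth does not account for the pattern either way, since MEAM1 held these tags with fewer clean tags (5734967) than MED, which lacked them (5876814). Carry-over among all 3 libraries was tested on 1415 MED tags with at least 50 copies that MEAM1 lacked, of which 6.93% were in Asia II 3. Tags absent from MEAM1 are tags that were not carried over into it, so a low share was likely with or without carry-over, and this share does not settle the question. The Asia II 3 tags that MED lacked had up to 12353 copies, which limits carry-over from Asia II 3 into MED at one rate to 0.0677% (Poisson limit of 95%, divided over the 23 tags as abundant), far below the 30.1% in MEAM1. Carry-over at one rate into MEAM1 and MED therefore does not account for the pattern. From Asia II 3 into MEAM1 the limit of one rate was 11.8%, as a tag of 122 copies was absent there. This is also below 30.1%, so it argues against carry-over into MEAM1 alone at one rate. The limit rests on the most abundant absent tag, so carry-over at rates that differ among tags cannot be told apart from the pattern. A reciprocal pair had 1 tag with at least 50 copies in MED and at least 20-fold fewer in Asia II 3, and 1 tag with the reverse. In the 959 such pairs with at least 20 copies in MEAM1, MEAM1 held both tags, each with at least 10% of the copies, in 758 (79.0%), only the Asia II 3 tag in 196 (20.4%) and only the MED tag in 5, and the Asia II 3 tag had a median of 41.7% of the copies of the pair. With the roles changed, 303 pairs of MEAM1 and MED tags were found, 176 of them with at least 20 copies in Asia II 3, and Asia II 3 held both tags in 17 (9.66%). No reciprocal pair of MEAM1 and Asia II 3 tags was found. The values of the pairs go with Asia II 3 material in the MEAM1 library, but the limit of 11.8% argues against one fixed proportion. Such material would also leave few tags much higher in Asia II 3 than in MEAM1, as in the 2 tags with a log2 ratio of -5 or less. This is a hypothesis found and tested on the same data. The files do not show at which step mixing would have happened (culture, RNA, library or sequencing), and no test separated it from MEAM1 whiteflies that carry both forms of many genes, by ancestry or by crossing. The paper states that it started each colony from 1 pair of virgin whiteflies and monitored the purity of its cultures. It also cites a phylogeny in which MED is closer to MEAM1 than to Asia II 3. These statements were not tested here.

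The reverse was tested on the 1076 common tags at least 32-fold lower in Asia II 3 than in MED. Their Asia II 3 counts had a Spearman rho of 0.60 with the MEAM1 counts and of 0.79 with the MED counts across tags, a difference of -0.19 (bootstrap interval, -0.24 to -0.14), the opposite of what MEAM1 material would give. As the tags were chosen by their MED to Asia II 3 ratio, which ties their Asia II 3 counts to their MED counts, the test does not settle the question. The 704 tags of these with at least 50 copies in MEAM1 had a median level in Asia II 3 of 3.38% of that in MEAM1 (quartiles, 2.35 and 4.83%).

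Carry-over between libraries was also tested as an explanation of the common tags with an absolute log2 ratio of at least 5. Across these tags the lower count rose with the higher count (Spearman rho 0.74, 0.87 and 0.71 in the 3 comparisons), which carry-over predicts, but the choice of tags by ratio bounds the lower count. Tags of at least 1000 copies in one library had 2 or 3 copies in another in 1.42% of cases, against 5.63% for tags of 50 to 99 copies, the opposite of the prediction. In 1 of the 6 ordered pairs of libraries, Asia II 3 tags looked for in MED, the shares went the predicted way, with 4.78% against 2.41%. In addition, carry-over from tags of at least 1000 copies would often leave more than 3 copies. Tags absent from a library limit the rate further. With up to 12353 copies in Asia II 3 and 5280 in MEAM1 they were absent from MED, and with up to 9939 in MED from Asia II 3, so carry-over at one rate was at most 0.0677%, 0.182% and 0.0876% there. The limits were wider from MEAM1 into Asia II 3 (1.68%) and into MEAM1 (0.762% from MED and 11.8% from Asia II 3). At these limits, carry-over from both other libraries would give at most 68.9% of the 2744 tags with such ratios. The share was 57.7% of the 510 higher in MEAM1 than in MED and 58.4% of the 1076 higher in MED than in Asia II 3. It was 73.6% of the 362 higher in Asia II 3 than in MED. It reached 86.6% of the 628 higher in MEAM1 than in Asia II 3 and 95.4% of the 166 higher in MED than in MEAM1. For the 2 tags higher in Asia II 3 than in MEAM1 it was 1.55%. Carry-over at one rate thus does not account for all of these tags, and for a part of them it cannot be told apart from other explanations.

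A base difference between the species inside the tag was tested as another explanation of these ratios. Among the common tags with an absolute log2 ratio of at least 5, counted over the 3 comparisons, 34.9% had a tag 1 mismatch away with the opposite ratio, against 15.4% for common tags of the same abundance with a ratio below 1. Among the linked tags with a ratio of at least 1, it was 25.4% against 12.1%. Such differences may therefore account for part of the ratios, as when the paper's DEGs with the same annotation lie in opposite directions. Of the differentially expressed common tags, 23.0% in MEAM1 vs. MED, 23.0% in MEAM1 vs. Asia II 3 and 20.4% in MED vs. Asia II 3 had a log2 ratio below 1 in their direction when tags 1 mismatch apart were summed. The tags linked to BT_Q_ZJU_Singletons10574 and BT_ZHJ1_ZJU_Unigene50305, both annotated by the paper as thioredoxin domain-containing protein 12, differ by G5A (positions counted from 1 at the C of CATG). Their log2 ratios in MEAM1 vs. MED were -5.78 and 5.82, and that of their sum was -1.41 (95% confidence interval, -1.64 to -1.19). Tags 1 mismatch apart can also belong to different genes, so a sum does not show the level of one gene, and no biological explanation was tested.

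Sequencing errors of abundant tags were tested as a source of common tags of low count. Common tags of 2 to 4 copies were 1 mismatch from a tag at least 50 times as abundant in 8.20% of cases, against 1.31% for tags of 50 or more copies. The abundance rule partly fixes this difference in advance, since few tags are 50 times as abundant as a tag of 50 copies, so low counts cannot be told apart from sequencing errors by this test.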
